# Inadequate control of thyroid hormones sensitizes to hepatocarcinogenesis and unhealthy aging

**DOI:** 10.18632/aging.102285

**Published:** 2019-09-13

**Authors:** Livia López-Noriega, Vivian Capilla-González, Nadia Cobo-Vuilleumier, Eugenia Martin-Vazquez, Petra Isabel Lorenzo, Enrique Martinez-Force, Mario Soriano-Navarro, María García-Fernández, Silvana Yanina Romero-Zerbo, Francisco Javier Bermúdez-Silva, Irene Díaz-Contreras, Ana Sánchez-Cuesta, Carlos Santos-Ocaña, Abdelkrim Hmadcha, Bernat Soria, Franz Martín, Benoit Raymond Gauthier, Alejandro Martin-Montalvo

**Keywords:** lifespan, healthspan, thyroid hormones, hyperthyroidism, hypothyroidism, glucose metabolism

## Abstract

An inverse correlation between thyroid hormone levels and longevity has been reported in several species and reduced thyroid hormone levels have been proposed as a biomarker for healthy aging and metabolic fitness. However, hypothyroidism is a medical condition associated with compromised health and reduced life expectancy. Herein, we show, using wild-type and the Pax8 ablated model of hypothyroidism in mice, that hyperthyroidism and severe hypothyroidism are associated with an overall unhealthy status and shorter lifespan. Mild hypothyroid Pax8 +/- mice were heavier and displayed insulin resistance, hepatic steatosis and increased prevalence of liver cancer yet had normal lifespan. These pathophysiological conditions were precipitated by hepatic mitochondrial dysfunction and oxidative damage accumulation. These findings indicate that individuals carrying mutations on PAX8 may be susceptible to develop liver cancer and/or diabetes and raise concerns regarding the development of interventions aiming to modulate thyroid hormones to promote healthy aging or lifespan in mammals.

## INTRODUCTION

The increasing burden of age-related diseases highlights the importance of uncovering the mechanisms underlying the aging process. Studies in animal models have identified several endocrine and metabolic factors that interact with aging pathways, including insulin, growth hormone (GH), insulin-like growth factor 1 and thyroid hormone (TH) signalling among others [1–3]. The main THs produced in the thyroid gland are triiodothyronine (T3) and thyroxin (T4). In humans, 80% of the THs secreted by the thyroid gland is T4 and 20% is T3. T4 is converted by deiodinases into T3 within cells. TH secretion is tightly regulated under physiological conditions by the hypothalamus-pituitary-thyroid (HPT)-axis. The hypothalamus secretes thyrotropin-releasing hormone (TRH) that induces the transcription of genes required to generate and secrete the thyroid-stimulating hormone (TSH) in the hypophysis. TSH stimulates the production of T4 and T3 in the thyroid gland, which in turn inhibit both TRH and TSH synthesis when THs reach the hypothalamus and the hypophysis, respectively. THs in circulation reach the majority of somatic cells, *via* TH receptors, and modulate the expression of more than 80 genes, such as uncoupling proteins (UCPs), which ultimately produce an increase on the basal metabolic rate [4].

Greater life expectancy has been associated with reduced circulating levels of T4, T3, and/or high TSH levels in both, animal models and humans [3, 5–8]. In this line, the Laron (GH Receptor Knock Out; Ghr KO), Ames (Prop1-mutated) and Snell (Pit1-mutated) dwarf mice, which have reduced GH signalling and reduced circulating TH levels, exhibit a consistent exceptional lifespan as well as other metabolic alterations such as enhanced hepatic insulin sensitivity [9–12]. Both, rodents and humans under calorie restriction (CR), which comprises a variety of nutritional interventions with several beneficial effects including extended longevity, exhibit reduced circulating T3 levels and/or high TSH levels [13–15]. Interestingly, CR mimetics such as resveratrol alter the HPT axis (*e.g.* elevating TSH levels), suggesting that the modulation of THs might contribute to the beneficial effects conferred by these interventions [16].

Studies in humans have revealed that centenarians and their offspring display higher TSH levels in blood [17]. Likewise, nonagenarians from families with exceptional long lifespans, as well as their descendants, have been reported to exhibit increased TSH levels and/or decreased circulating T3 levels [18, 19]. Actually, mildly down-regulated thyroid function has been suggested to correlate with better function in old age and it has been proposed as a biomarker of healthy aging [18, 20, 21].

Several reports indicate that THs induce reactive oxygen species (ROS) production and oxidative stress, which could provide a causal link with aging [22–24]. However, THs have been shown to promote mitophagy and upregulate the expression of *Ucp2*, which might reduce ROS production [25–27]. In addition, epidemiological observations have indicated that, both hypothyroidism and subclinical hypothyroidism, are serious medical conditions associated with cardiovascular problems and several metabolic disorders, such as steatosis and cancer, that reduce health and increase mortality risk [28–31].

These contradictory observations led us to assess the specific effect of the modulation of TH levels in murine healthspan and lifespan using the Pax8 knock-out animal model of hypothyroidism (Wild type [Wt], Pax8 +/- and Pax8 -/-) supplemented or not with THs.

## RESULTS

### High or low TH levels compromise murine healthspan and lifespan

In order to determine the effect of lower levels of THs in mouse healthspan and lifespan, we used the murine Pax8 model of hypothyroidism [32]. In adulthood, *Pax8* is predominantly expressed in kidney and thyroid, while absent in several metabolic tissues (Supplementary Figure 1A). Pax8 -/- mice at 21 days of age were almost devoid of *Pax8* expression in the thyroid as well as circulating T4 levels, while maintaining normal α-glycoprotein subunit (α-GSU) levels of gonadotropic hormones when compared to Wt mice (Figure 1A and Supplementary Figure 1B–1C). Pax8 -/- mice displayed lower body and tissue weights, reduced food intake and hypoglycemia that result in peri-weaning death (χ^2^ ≥ 100 and *P* < 0.0001 vs. Wt) (Figure 1B–1D and Supplementary Figure 1D–1G). *Pax8* expression in the thyroid as well as circulating T4 levels at weaning (21 days) were similar in Pax8 +/- mice when compared to Wt mice, whereas α-GSU was increased (Figure 1A and Supplementary Figure 1B–1C). As such, energy intake as well as body, organ weights and glycaemia were similar at 21 days of life in Wt and Pax8 +/- mice (Figure 1C–1D and Supplementary Figure 1D–1G). However, by the age of 8 months, *Pax8* expression was decreased in Pax8 +/- mice when compared to Wt mice, resulting in a mild but significant reduction in T4 circulating levels, an effect maintained for up to 24 months (Figure 1E–1F and Supplementary Figure 1H). Levels of α-GSU were similar to Wt levels at these time points (Supplementary Figure 1I–1J). Lower circulating T4 levels correlated with increased body weight in Pax8 +/- mice as compared to Wt mice (Figure 1G). Although not significant, Pax8 +/- mice showed a trend towards a shorter life expectancy when compared to Wt mice (Figure 1B). Necropsy revealed that Pax8 +/- mice were susceptible to develop with age liver cancers with hallmarks of hepatocellular carcinoma, as no gross anatomical alterations were detected at day 21 of life (Figure 1H–1I, Supplementary Figure 1K and Supplementary Table 1). Taken together these data suggest that severe loss of TH in Pax8-/- mice is lethal while modest reduction observed in Pax8 +/- mice is associated with altered metabolism as assessed by increased susceptibility to obesity and liver cancer.

**Figure 1:**
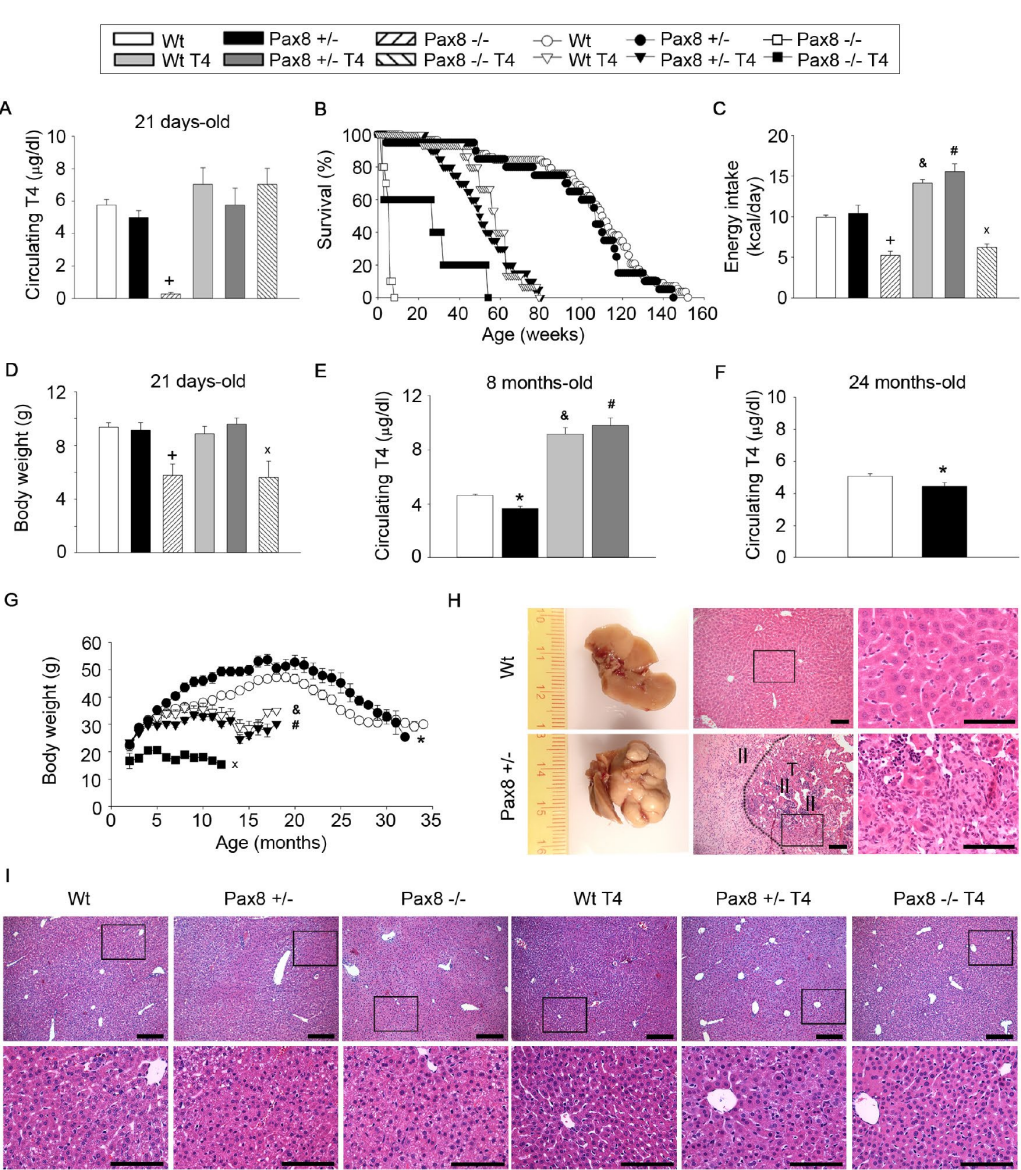
**High or low TH levels compromise murine healthspan and lifespan.** (**A**) Circulating T4 levels at 21 days of age. n = 5 Wt, n = 5 Pax8 +/-, n = 5 Pax8 -/-, n = 5 Wt T4, n = 5 Pax8 +/- T4, n = 3 Pax8 -/- T4. Two-way ANOVA. (**B**) Kaplan-Meier survival curve. n = 58 Wt, n = 20 Pax8 +/-, n = 10 Pax8 -/-, n = 15 Wt T4, n = 20 Pax8 +/- T4, n = 5 Pax8 -/- T4. Survival log rank test. (**C**) Basal daily energy intake in 5-weeks old mice. n = 5 Wt, n = 4 Pax8 +/-, n = 3 Pax8 -/-, n= 3 Wt T4, n = 3 Pax8 +/- T4, n = 3 Pax8 -/- T4 (the “n” reflects the number of cages). Two-way ANOVA. (**D**) Body weight at 21 days of age. n = 21 Wt, n = 15 Pax8 +/-, n = 5 Pax8 -/-, n = 11 Wt T4, n = 11 Pax8 +/- T4, n = 4 Pax8 -/- T4. Two-way ANOVA. (**E**) Circulating T4 levels at 8 months of age. n = 11 Wt, n = 5 Pax8 +/-, n = 7 Wt T4, n = 5 Pax8 +/- T4. Two-way ANOVA. (**F**) Circulating T4 levels at 24 months of age. n = 8 per group. T-test two tailed. (**G**) Body weight during longevity assay. n = all available mice of longevity assay (panel B). One-way ANOVA or ANOVA on ranks if distribution is not normal. * on months 6-17 and 21-28. & on months 12-18. # on months 3, 5-8 and 10-18. x on months 3-12. (**H**) Representative photographs and hematoxylin and eosin staining of liver tissue from Wt and Pax8 +/- mice at necropsies. Wt liver exhibits normal hepatic parenchyma with acinar architecture. Pax8 +/- liver displays primary liver epithelial neoplasms (T) with disorganized architecture and inflammatory infiltrate (II). Scale bar 100 um. n = 4 per group. See also Supplementary Figure 1K. (**I**) Histological analysis of liver tissue by hematoxylin and eosin staining at 21 days of age. n = 4 Wt, n = 5 Pax8 +/-, n = 5 Pax8 -/-, n = 5 Wt T4, n = 5 Pax8 +/- T4, n = 3 Pax8 -/- T4. Scale bars; top: 200 μm; down: 100 μm. Data are represented as the mean ± SEM. * p-value < 0.05 between Wt mice and Pax8 +/- mice. + p-value < 0.05 between Wt mice and Pax8 -/- mice. & p-value < 0.05 between Wt mice and Wt T4 mice. # p-value < 0.05 between Wt mice and Pax8 +/- T4 mice. x p-value < 0.05 between Wt mice and Pax8 -/- T4.

We next assessed the impact of TH supplementation on health and longevity by treating or not, Wt, Pax8 +/- and Pax8 -/- male mice with T4. No differences were detected in circulating T4 levels in 21-day old T4-treated Wt (Wt T4) and T4-treated Pax8 +/- (Pax8 +/- T4) mice, which also exhibited normal liver histology (Figure 1A and 1I). At 8-month of age T4 levels were approximately 2-fold higher in Wt T4 and Pax8 +/- T4 mice as compared to Wt mice (Figure 1E). Although, energy intake was increased in both groups, Wt T4 and Pax8 +/- T4 mice remained significantly lighter than their untreated counterparts (Figure 1C and 1G). Lifespan was reduced in Wt T4 and Pax8 +/- T4 mice (Figure 1B). Lifespan was also shortened in T4-treated Pax8 -/- (Pax8 -/- T4) when compared to Wt mice (Figure 1B). Although T4 levels were similar to Wt mice in 21 days-old Pax8 -/- T4 mice, energy intake, body and organs weight was decreased in these mice (Figure 1A, 1D and Supplementary Figure 1D–1G). These data reveal that T4 supplementation in Wt and Pax8 deficient mice compromises lifespan.

### The modulation of THs alters glucose homeostasis in adulthood

We recently reported that loss-of-function mutations in the human *PAX8* gene are associated with gestational diabetes mellitus and potentially with type 2 diabetes mellitus in males [33, 34]. As these mutations are also linked to hypothyroidism, we determined whether glucose metabolism was affected in adult (~7-month old) male Pax8 mice and whether T4 treatment could alleviate symptoms. Of note, Pax8 -/- and Pax8 -/- T4 mice were not included in these analyses due to their limited survival. Pax8 +/- mice exhibited mild glucose intolerance as compared to Wt mice even when values were corrected for basal glucose levels (Figure 2A–2B and Supplementary Figure 2A). Insulin levels during an oral glucose tolerance test (OGTT) were similar in Pax8 +/- mice, suggesting that glucose intolerance in these animals is not due to major defects in glucose-stimulated insulin secretion (Figure 2C–2D and Supplementary Figure 2B). We next performed an intraperitoneal (ip) pyruvate tolerance test (IPPTT) to investigate potential alterations in hepatic gluconeogenesis. Pax8 +/- mice exhibited increased glucose levels in blood compared to Wt mice at 60 and 120 minutes after the pyruvate load which led to an increase in the area under the curve (AUC) (Figure 2E–2F and Supplementary Figure 2C). Pax8 +/- mice displayed severe insulin resistance, as determined by increased AUC during the insulin tolerance test (ITT) (Figure 2G–2H and Supplementary Figure 2D). Confirming the insulin resistance observed in metabolic tests, western blots performed in liver extracts revealed a decrease in pSer473 Akt in Pax8 +/- mice (Figure 2I–2J). In contrast, pSer473 Akt levels were similar in gastrocnemius extracts of Pax8 +/- mice (Figure 2K–2L). Pax8 +/- mice exhibited an increased homeostatic assessment of insulin resistance (HOMA-IR) index, which was caused by fasting hyperinsulinemia (Figure 2M–2O). Pax8 +/- male mice also exhibited increased levels of glycated hemoglobin (HbA1c) (Figure 2P). Therefore, these results suggest that insulin resistance in Pax8 +/- mice is mainly due to impaired hepatic insulin sensitivity.

**Figure 2:**
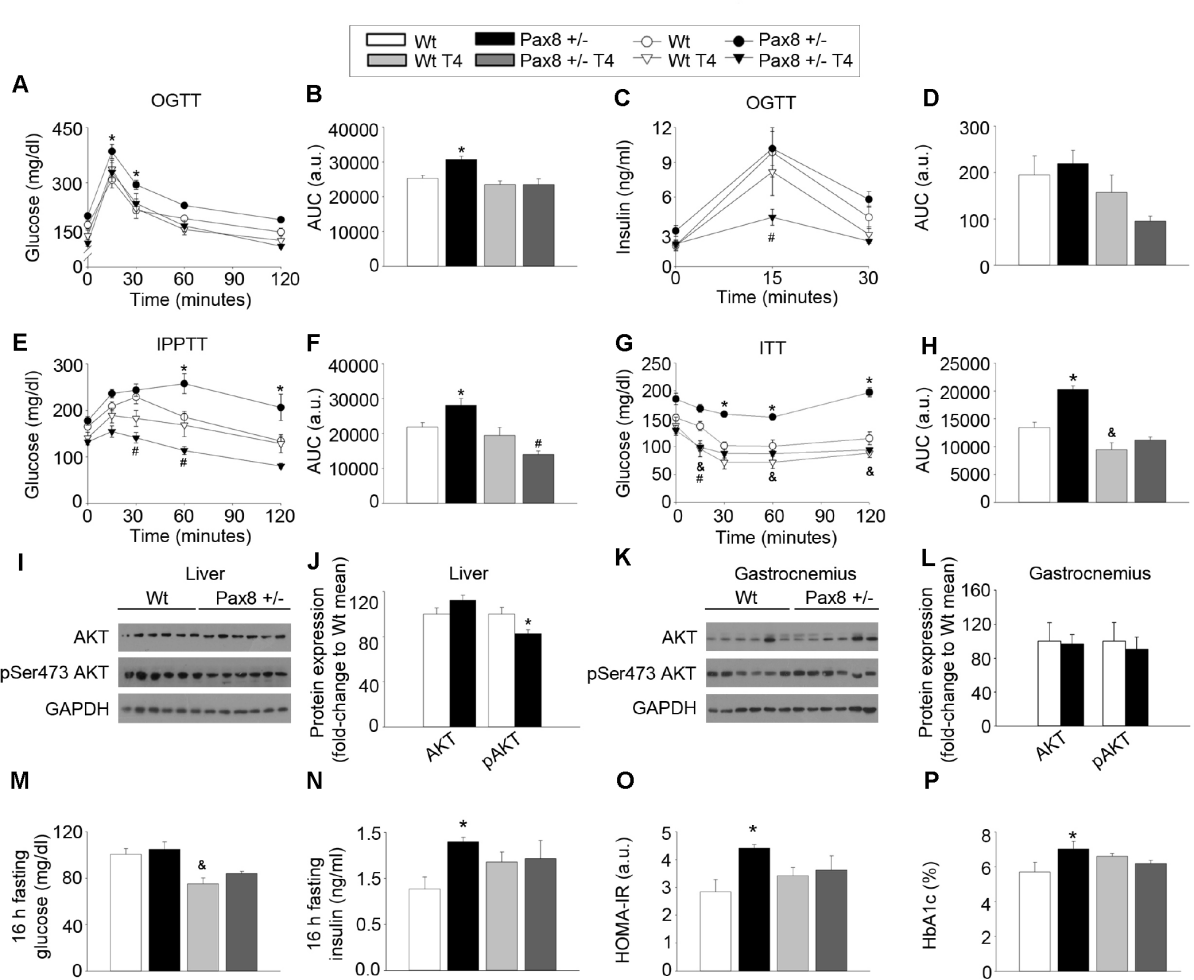
**The modulation of THs alters glucose homeostasis in adulthood.** (**A**) Circulating glucose levels during an OGTT. n = 8 per group. Repeated measurements two-way ANOVA. See also Supplementary Figure 2A. (**B**) AUC for the OGTT. Two-way ANOVA. (**C**) Circulating insulin levels during an OGTT. n = 8 per group. Repeated measurements two-way ANOVA. See also Supplementary Figure 2B. (**D**) AUC for the insulin levels in the OGTT. Two-way ANOVA. (**E**) Circulating glucose levels during an IPPTT. n = 8 per group. Repeated measurements two-way ANOVA. See also Supplementary Figure 2C. (**F**) AUC for the IPPTT. Two-way ANOVA. (**G**) Circulating glucose levels during an ITT. n = 8 per group. Repeated measurements two-way ANOVA. See also Supplementary Figure 2D. (**H**) AUC for the ITT. Two-way ANOVA. (**I**) Western blots showing total Akt and pSer473 Akt in liver extracts of Wt and Pax8 +/- mice. Mice were 9 month-old at time of death and were fasted 16 hours prior killing. (**J**) Densitometric analysis of western blots shown in panel I. n = 6 per group. T-test two tailed. (**K**) Western blots showing total Akt and pSer473 Akt in gastrocnemius extracts of Wt and Pax8 +/- mice. Mice were 9 month-old at time of death and were fasted 16 hours prior killing. (**L**) Densitometric analysis of western blots shown in panel K. n = 6 per group. T-test two tailed. (**M**) Glucose levels in blood after 16 hours of fasting. n = 8 per group. Two-way ANOVA. (**N**) Circulating insulin levels after 16 hours of fasting. n = 8 per group. Two-way ANOVA. (**O**) HOMA-IR. n= 8 per group. Two-way ANOVA. (**P**) Percentage of HbA1c. n = 7 per group. Two-way ANOVA. Data are represented as the mean ± SEM. Unless otherwise stated, mice were 7-month old at the time of experimentation. h: hours. a.u.: arbitrary units. * p-value < 0.05 between Wt mice and Pax8 +/- mice. & p-value < 0.05 between Wt mice and Wt T4 mice. # p-value < 0.05 between Wt mice and Pax8 +/- T4 mice.

Wt T4 male mice exhibited restricted levels of circulating glucose during the ITT as well as in fasting conditions, as previously described in Wt T4-treated female mice (Figure 2G, H, M) [35]. Noticeably, the majority of metabolic tests indicated that T4 supplementation in Pax8 +/- mice normalized the metabolic phenotype of mild hypothyroid Pax8 +/- mice, suggesting that restricted TH levels in Pax8 +/- mice are responsible for the metabolic phenotype (Figure 2A–2H, 2M–2P).

### High Fat Diet (HFD) feeding does not exacerbates the metabolic phenotype of Pax8 +/- mice

In order to investigate whether the phenotype observed in Pax8 +/- mice was further exacerbated by a metabolic challenge, we determined the effects of HFD feeding in adult Pax8 +/- mice. Metabolic parameters were assessed in ~7 month-old mice that had been on a HFD for up to 18 weeks in order to compare and contrast with experiments performed in standard diet-fed (STD) mice (Figures 1 and 2). Circulating T4 levels were slightly lower in HFD-fed Pax8 +/- mice when compared to HFD-fed Wt mice, while α-GSU levels remained similar (Figure 3A and Supplementary Figure 3A). Weight gain and energy intake were similar in HFD-fed Wt and HFD-fed Pax8 +/- mice (Figure 3B–3D). As expected, HFD-fed Wt mice exhibited compromised glucose clearance when compared to STD-fed Wt mice (Figures 2A–2B and 3E–3F). Glucose levels during an OGTT were similar between the different genotypes in HFD and comparable to STD-fed Pax8 +/- mice (Figure 2A–2B and 3E–3F). We observed a tendency towards decreased levels of circulating insulin at 15 minutes after a glucose load in HFD-fed Pax8 +/- mice (Figure 3G–3H). . Glucose levels were lower in HFD-fed Pax8 +/- mice at all time-points during an IPPTT when compared to HFD-fed Wt mice, suggesting compromised pyruvate-induced hepatic gluconeogenesis (Figure 3I–3J). In contrast, nonsignificant differences were observed between the different genotypes fed on HFD in an ITT, fasting blood glucose, fasting circulating insulin, HOMA-IR index, spatial learning and memory as well as in the weight of the main metabolic tissues at the time of sacrifice (Figure 3K–3O and Supplementary Figure 3B–3I). Overall these results indicate that Pax8 +/- mice suffer metabolic complications, irrespective of the energetic content of the diet.

**Figure 3:**
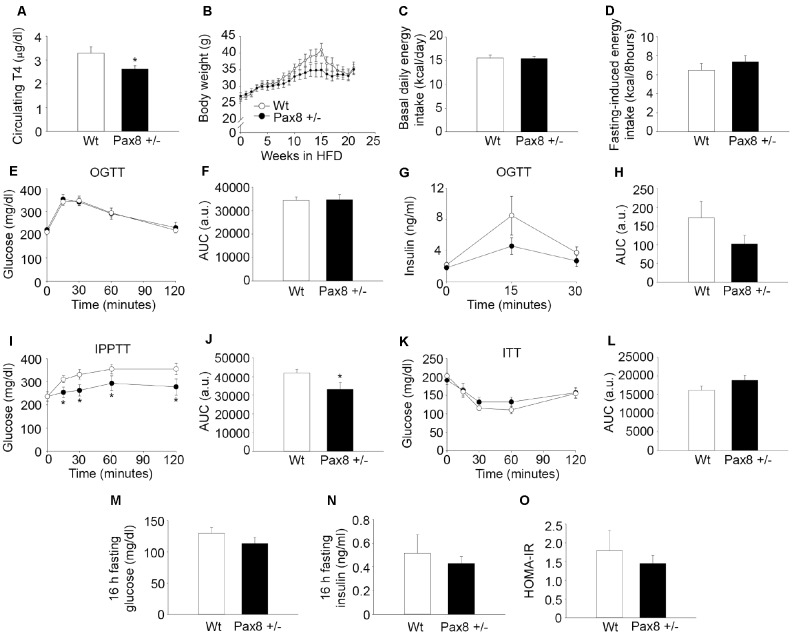
**High fat diet (HFD) feeding does not exacerbates the metabolic phenotype of Pax8 +/- mice.** (**A**) T4 levels in serum (18 weeks of HFD feeding). n = 8 Wt, n = 9 Pax8 +/-. T-test two tailed. (**B**) Body weights during HFD feeding. n = 15 Wt, n = 14 Pax8 +/-. Repeated measurements two-way ANOVA. (**C**) Basal daily energy intake at 6 months of life (13 weeks of HFD feeding). n = 8 Wt, n = 9 Pax8 +/-. T-test two tailed. (**D**) Fasting induced energy intake (17 weeks of HFD feeding). n = 8 Wt, n = 9 Pax8 +/-. T-test two tailed. (**E**) Circulating glucose levels during an OGTT at 6 months of life (14 weeks of HFD feeding). n = 13 Wt, n = 11 Pax8 +/-. Repeated measurements two-way ANOVA. (**F**) AUC for glucose levels during the OGTT. T-test two tailed. (**G**) Insulin levels in plasma during an OGTT (17 weeks of HFD feeding). n = 8 per group. Repeated measurements two-way ANOVA. (**H**) AUC for insulin levels during the OGTT. T-test two tailed. (**I**) Circulating glucose levels during the IPPTT (15 weeks of HFD feeding). n = 13 Wt, n = 10 Pax8 +/-. Repeated measurements two-way ANOVA. (**J**) AUC for the IPPTT. T-test two tailed. (**K**) Glucose levels in blood during the ITT (16 weeks of HFD feeding). n = 9 per group. Repeated measurements two-way ANOVA. (**L**) AUC for the ITT. T-test two tailed. (**M**) Glucose levels in blood after 16 hours of fasting (18 weeks of HFD feeding). n = 8 per group. T-test two tailed. (**N**) Circulating insulin after 16 hours of fasting (18 weeks of HFD feeding). n = 8 per group. T-test two tailed. (**O**) HOMA-IR (18 weeks of HFD feeding). n = 8 per group. T-test two tailed. Data are represented as the mean ± SEM. * p-value <0.05. Unless otherwise stated, mice were 7-month old at the time of experimentation.

### Mild hypothyroid Pax8 +/- mice exhibit reduced basal metabolic rate and compromised physical performance

In order to further characterize the metabolic alterations associated with mild hypothyroidism in adult Pax8 +/- mice, we assessed several physiological parameters. Despite having increased body weight (Figure 1G), adult Pax8 +/- mice showed similar daily energy intake, water intake and reduced fasting-induced energy intake when compared to Wt mice (Figure 4A–4B and Supplementary Figure 4A–4B). No differences were observed in either fecal lipid content or body temperature (Figure 4C–4D). *In vivo* indirect calorimetry indicated that the respiratory exchange ratio (RER) was unaffected (Figure 4E). In contrast, heat production was decreased in Pax8 +/- mice specifically during light-time, a time at which mice are less active (Figure 4F–4H). During dark-time Pax8 +/- mice exhibited a greater spontaneous locomotor activity and ran longer distances when compared to their Wt counterparts (Figure 4G–4H). Heat production was similar between different genotypes at that specific part of the day cycle (Figure 4F). The analysis of circulating lipids indicated that total cholesterol levels were lower in Pax8 +/- mice as a result of reduced HDL with no changes in triglyceride levels (Figure 4I–4J). Lower levels of HDL may stem from liver dysfunction/damage. Nonetheless, blood levels of glutamic-pyruvic transaminase (Gpt) and glutamic oxaloacetic transaminase (Got) were lower and unaltered, respectively, in Pax8 +/- mice as compared to Wt mice indicating normal liver function (Figure 4K–4L). Mild hypothyroid Pax8 +/- mice performed poorly on rotarod and wire hang physical tests (Figure 4M–4N). Histological analyses of gastrocnemius by optic microscopy and electron microscopy indicated similar proportion of type I and type II myofibers, as well as comparable morphology and ultrastructure of subsarcolemmal and intermyofibrillar mitochondrial populations, suggesting that compromised physical activity is likely caused by the increased body weight rather than detrimental functional effects in skeletal muscle (Supplementary Figure 4C–4F). Finally, Pax8 +/- and Wt mice shared identical spatial learning and memory, indicating no alterations in neurocognitive function (Supplementary Figure 4G–4L). These results indicate that Pax8 +/- mild hypothyroid male mice exhibit an overall unhealthy status which involves a lower basal metabolic rate, a clinical feature associated with human hypothyroidism [36].

**Figure 4:**
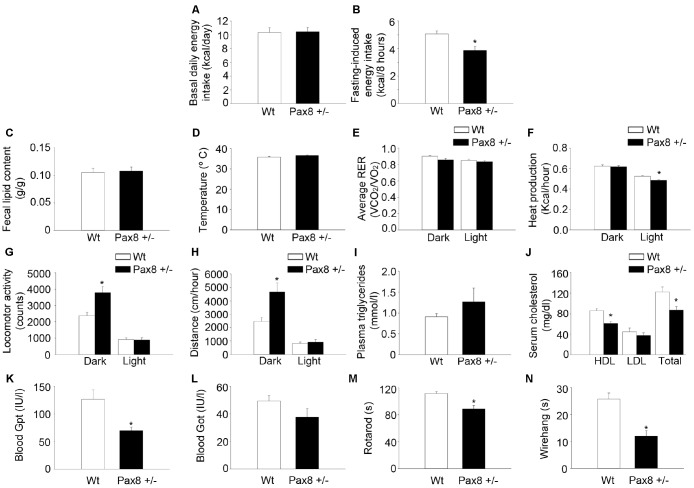
**Mild hypothyroid Pax8 +/- mice exhibit reduced basal metabolic rate and compromised physical performance.** (**A**) Basal daily energy intake per day at 10-12 months of life. n = 5 Wt, n = 4 Pax8 +/- (the n reflects the number of cages). (**B**) Fasting-induced energy intake at 10-12 months of life. n = 21 Wt, n = 14 Pax8 +/-. (**C**) Lipid content in faeces. n = 7 Wt, n = 6 Pax8 +/-. (**D**) Body temperature. n = 12 Wt, n = 8 Pax8 +/-. (**E**) Determination of RER in metabolic cages. n = 8 Wt, n = 7 Pax8 +/-. (**F**) Determination of heat production in metabolic cages. n = 8 Wt, n = 7 Pax8 +/-. (**G**) Determination of spontaneous locomotor activity (y + x axis) in metabolic cages. n = 8 Wt, n = 7 Pax8 +/-. (**F**) Determination of run distance in metabolic cages. n = 8 Wt, n = 7 Pax8 +/-. (**H**) Triglyceride concentration in plasma. n = 18 Wt, n = 13 Pax8 +/-. (**I**) Total cholesterol, HDL and LDL/VLDL levels in serum. n = 7 per group. (**J**) Blood levels of Gpt. n = 7 per group. (**K**) Blood levels of Got. n = 7 per group. (**L**) Time to fall from an accelerating rotarod at 7-10 months of life. n = 27 Wt, n = 20 Pax8 +/-. (**M**) Time to fall in wire hang test at 7-10 months of life. n = 27 Wt, n = 20 Pax8 +/-. Data are represented as the mean ± SEM. Unless otherwise stated, mice were 7-month old at the time of experimentation. * p-value < 0.05. T-test two tailed.

### Mild hypothyroid Pax8 +/- mice accumulate ectopic lipid depositions

Histological analysis of the four predominant organs involved in metabolic homeostasis revealed larger adipocytes and aberrant lipid accumulation in the liver and gastrocnemius of 9-month old Pax8 +/- mice (Figure 5A). Although pancreatic islet architecture appeared normal without evidence of lipid accumulation and insulin levels were not altered in adult Pax8 +/- mice during an OGTT (Figure 2C–2D and Figure 5A), at 9-month old Pax8 +/- mice exhibited a reduced percentage of insulin-expressing pancreatic β cells and a concomitant increase in somatostatin-expressing pancreatic δ-cells (Figure 5B–5E). These differences were not observed at weaning (21 days-old mice) (Supplementary Figure 5A–5D). 

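Islet RNA was compared between 3 Wt and 3 Pax8 +/- samples, from mice killed at 9 months of age according to the Figure 5 legend. Pax8 +/- mice carry 1 disrupted copy of Pax8, a transcription factor that thyroid follicular cells need to form and to make thyroid hormones. Pax8 itself lay at background in islets. Its log2 level was 4.82 ± 0.21 (SD, n = 3) in Wt and 4.73 ± 0.25 (SD, n = 3) in Pax8 +/- islets, below the 95th percentile of the negative control probe sets on all 6 arrays, so that it gives no check of the genotype labels. The hormone genes Ins2 and Gcg stood at the upper end of the scale on every array, at 19.91 ± 0.02 (SD, n = 3) in Wt and 19.92 ± 0.01 (SD, n = 3) in Pax8 +/- islets for each, where a difference cannot be read.

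Islets were isolated with collagenase and picked by hand, and their labelled RNA was hybridized to Clariom S arrays, which measure most mouse genes with 1 probe set each. According to the submitters' processing notes, the authors summarised the probes with RMA, the robust multi-array average, which corrects background, normalizes the arrays against each other and gives 1 log2 value per probe set. From these deposited log2 values, 22206 gene probe sets were tested, after 5222 negative control and 1418 other control probe sets had been left out. Array medians lay between 5.25 and 5.33. Between 25.3% and 29.5% of the gene probe sets on an array lay above the 95th percentile of its negative controls, which was 7.60 to 7.97. Highest values were 19.88 to 19.93, and 39 to 46 probe sets per array lay within 0.1 of the highest, so that differences among the most abundant transcripts are compressed. How values above 16, found for 157 to 182 probe sets per array, arose is not given in the sources used here.

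Groups were compared with the 2-group linear model of limma, with empirical Bayes moderation, at the thresholds of the study. The number of arrays limits the precision. With 3 arrays against 3, an exact 2-sided permutation test cannot go below p = 0.1. The paper defines n as biological replicates, but its text does not say whether an array holds the islets of 1 mouse or of several, so that p-values measure the spread between these samples, which can be technical in part.

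Arrays of the same genotype were not the most alike in every case. The Pax8 +/- replicate 1 had its highest correlation with Wt replicate 1 (r = 0.984 over probe sets), with a mean r of 0.982 to the Wt arrays and 0.965 to the other Pax8 +/- arrays. Wt replicate 3 was nearest to Pax8 +/- replicate 2 (r = 0.983), with a mean r of 0.981 to the Pax8 +/- arrays and 0.976 to the other Wt arrays. All between-array correlations lay from 0.948 to 0.984, across probe sets, which are not independent replicates. On the leading principal component, with 54.6% of the variance, the Wt arrays stood at -33.9, -74.3 and 13.8 and the Pax8 +/- arrays at -36.5, 68.2 and 62.7.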

To better understand the impact of mild hypothyroidism on pancreatic islets, we performed a genome-wide transcriptomic analysis. 

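Zhx2, a transcriptional repressor, Zfp799, a zinc finger gene, and Itgb3bp, a centromere protein, were higher on each of the 3 Pax8 +/- arrays than on any Wt array. Zhx2 went from 9.38 ± 0.23 (SD, n = 3) in Wt to 10.76 ± 0.30 (SD, n = 3) in Pax8 +/- islets, a log2 difference of 1.39 (standard error 0.27). The differences of Zfp799, which lay below the background percentile on all 6 arrays, and Itgb3bp were 1.83 (standard error 0.38) and 1.50 (standard error 0.33). Itgb3bp lay below that percentile on every Wt array, so that the size of its difference is not exact. Lower on each Pax8 +/- array than on any Wt array were Fosb, an immediate early transcription factor, Rmrp, the RNA of a ribonuclease, and the uncharacterised transcript 2900060B14Rik. Fosb was at 8.82 ± 0.80 (SD, n = 3) in Wt and 6.95 ± 0.78 (SD, n = 3) in Pax8 +/- islets, and 2900060B14Rik at 12.40 ± 0.72 (SD, n = 3) and 9.29 ± 1.57 (SD, n = 3). Their log2 differences were -1.87 (standard error 0.50) and -3.11 (standard error 0.73), and that of Rmrp was -1.72 (standard error 0.47). Fosb lay below the background percentile on Pax8 +/- replicates 2 and 3, and 2900060B14Rik on Pax8 +/- replicate 2. The sizes of these 2 differences are therefore not exact.

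The same rule, separation of the groups together with size or p, also named A2ml1, a protease inhibitor, at 1.83, C1qa of the complement system at 1.76, Tmod1 at 1.69, Zc3h12b at 1.69, and Ccdc134 at 1.38. On the lower side it named Ghrl, the gene for ghrelin, at -1.77, Klk1b11 at -1.71, Gm3448 at -1.49, Jchain at -1.42, Vmn2r35 at -1.39 and Gm2022 at -1.36. Of these 11 genes, Zc3h12b, Ccdc134, Ghrl, Gm3448, Jchain and Vmn2r35 lay below the background percentile on all 6 arrays. Gm2022 lay above it on 1 array and A2ml1, C1qa, Tmod1 and Klk1b11 on 2, so that the sizes of their differences are not exact. The groups of C1qa were barely separate, with 7.21 on Wt replicate 1 and 7.22 on Pax8 +/- replicate 1, both below background.

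In all, 144 genes were higher and 78 lower in Pax8 +/- islets at a fold change of at least 2.5 in means of log2 values and an unadjusted p of at most 0.05 from limma. None of the 22206 probe sets reached an adjusted p under 0.05 (smallest adjusted p = 0.745), while 1312 had an unadjusted p under 0.05, where 1110 would by chance. An ordinary linear model without empirical Bayes moderation also gave 0 at an adjusted p under 0.05, with 976 at an unadjusted p under 0.05, and 19 higher and 16 lower genes at the thresholds of the study. With all 6 arrays, the counts were 232 and 119 with a Tukey biweight in place of the mean, 494 and 306 with array weights and 203 and 145 with the replicate number as a block. Of the 222 genes, 57 (25.7%) had groups that did not overlap, where chance gives 10% and all probe sets gave 9.66%. A choice by p and fold change raises this share by itself, and among the genes called in the 9 other ways of dividing the 6 arrays 3 against 3 it was 29.8% to 100%. The level of Pax8 +/- replicate 1 lay within the Wt range for 160 of the 222 genes, and that of Wt replicate 3 within the Pax8 +/- range for 161, while 44 genes were above background on no array.

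Each array moved these counts. Without Wt replicate 1, 52 genes were higher and 44 lower, without Wt replicate 2, 24 and 19, and without Wt replicate 3, 553 and 223. Without Pax8 +/- replicate 1 the counts were 740 and 597, with 29 at an adjusted p under 0.05, without Pax8 +/- replicate 2 they were 29 and 17, and without Pax8 +/- replicate 3, 38 and 30. Zfp799, Fosb, A2ml1, Ghrl and 2900060B14Rik stayed past the thresholds in all 6 leave-outs. They had been chosen for groups that did not overlap on these same arrays. That choice favours such stability, which is therefore no independent evidence. Zhx2 lost its call without Wt replicate 1 or Pax8 +/- replicate 2, over log2 differences of 1.22 to 1.51. With a Tukey biweight in place of the mean, Jchain (-1.15), Vmn2r35 (-1.07) and Gm2022 (-1.05) did not reach the fold change of the study, and without empirical Bayes moderation C1qa, Tmod1 and Zc3h12b did not pass. The call was lost without Wt replicate 2 for Itgb3bp, Klk1b11, Zc3h12b, C1qa, Ccdc134, Jchain and Gm2022, and without Pax8 +/- replicate 2 for Rmrp, Tmod1, Gm3448, Zc3h12b, C1qa, Jchain and Gm2022. C1qa and Ccdc134 also lost it without Pax8 +/- replicate 3, and Vmn2r35 without Wt replicate 1 or Pax8 +/- replicate 1. Their log2 differences over the leave-outs ran from 1.09 to 2.37 on the higher side (Zc3h12b and C1qa) and from -2.18 to -1.05 on the lower side (Rmrp and Vmn2r35).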

The expression of 232 genes was upregulated (fold-change ≥ 2.5; p value ≤ 0.05) while the expression of 119 genes was downregulated in islets of Pax8 +/- mice (fold-change ≤-2.5; p value ≤ 0.05). Among the most up-regulated genes were secretagogin (*scgn*), the proprotein convertase Subtilisin/Kexin Type 1 Inhibitor (*Pcsk1n*) and the solute carrier family 2 member 5, also known as glucose transporter 5 (*Slc2a5*/*Glut5*), which encode for proteins involved in β-cell turnover, glucose uptake (preferentially in α-cells) and insulin processing and secretion (Figure 5F and Supplementary Table 2) [37, 38]. 

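Secretagogin, a calcium-binding protein of endocrine cells, had the largest increase of the 3 genes. Scgn (Entrez Gene 214189) was at a log2 level of 11.92 ± 1.62 (SD, n = 3) in Wt and 15.24 ± 2.52 (SD, n = 3) in Pax8 +/- islets, a 10.0-fold difference. Pcsk1n (Entrez Gene 30052), whose product inhibits a prohormone convertase, went from 11.53 ± 1.38 (SD, n = 3) to 14.15 ± 2.35 (SD, n = 3), a 6.17-fold difference, and Slc2a5 (Entrez Gene 56485), a fructose transporter, from 13.17 ± 1.83 (SD, n = 3) to 15.73 ± 1.91 (SD, n = 3), a 5.91-fold difference. In log2 units the differences were 3.32 (standard error 1.22), 2.62 (standard error 1.11) and 2.56 (standard error 1.08).

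For none of the 3 genes did the groups separate. Scgn stood at 12.34 on Pax8 +/- replicate 1, below the 13.69 of Wt replicate 3, while Pax8 +/- replicates 2 and 3 were at 16.53 and 16.86. The other 6 genes listed as higher in Supplementary Table 2 and named in the files were Abat, an enzyme of GABA breakdown (log2 difference 2.54), Mlxipl, a glucose-responsive transcription factor (2.41), Cfap126 (2.38), Wdr83os (2.37), Insrr, a relative of the insulin receptor (2.16), and Slc25a42, a mitochondrial carrier (2.05). All of these except Insrr lay below the background percentile on Wt replicates 1 and 2, so that the sizes of their differences are not exact. Some lay below it on further arrays: Slc25a42 was above it on 1 array, Cfap126 on 2 and Mlxipl on 3. Of the 10 probe sets past the thresholds with the largest mean increase, 7 were genes of that table. The study chose these genes on the same samples, so that their direction is no independent evidence.

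Of 23 measured of 27 listed beta-cell markers, 2 (Ins2 and Iapp) stood at the upper end of the scale on all 6 arrays, where no difference can be read, and the other 21 had a higher mean in Pax8 +/- islets. The median log2 difference of the 23 was 1.09, and 1, Nkx2-2, was higher at an unadjusted p of at most 0.05, at 1.87. The mean level of the list was 14.52 and 14.42 on Pax8 +/- replicates 2 and 3 but 12.28 on Pax8 +/- replicate 1, below the 12.40 of Wt replicate 1 and the 13.68 of Wt replicate 3. No marker passed when adjusted over the list alone or over all genes. Against all other genes the shift had an adjusted p = 3.19e-07 from limma's camera with a preset correlation, and an adjusted p = 0.657 with an estimated correlation. On the same arrays, 10 of 13 acinar markers below the upper end and 9 of 12 duct markers had a lower mean in Pax8 +/- islets. Immediate early and dissociation stress genes had a median of -0.87. On sections of mice of 9 months, the paper found a reduced percentage of insulin-positive and more somatostatin-positive cells in Pax8 +/- islets. That counts cells and not RNA, so that higher marker levels cannot be read as more beta cells.

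All 9 genes, Scgn, Pcsk1n and Slc2a5 among them, had an adjusted p = 0.745 from limma. Each of the 9, and Nkx2-2, fell outside the thresholds without Wt replicate 1, Wt replicate 2, Pax8 +/- replicate 2 or Pax8 +/- replicate 3, with a log2 difference for Scgn from 2.51 to 4.77 over the leave-outs, 1.82 to 3.97 for Pcsk1n, 1.67 to 3.66 for Slc2a5 and 1.05 to 2.60 for Nkx2-2. None of the 9, nor Nkx2-2, passed without empirical Bayes moderation, and Pcsk1n, Slc2a5, Mlxipl and Insrr did not under quantile normalization, nor Pcsk1n and Mlxipl with the dimmest 33.3% of probe sets left out.

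**Figure D1:**
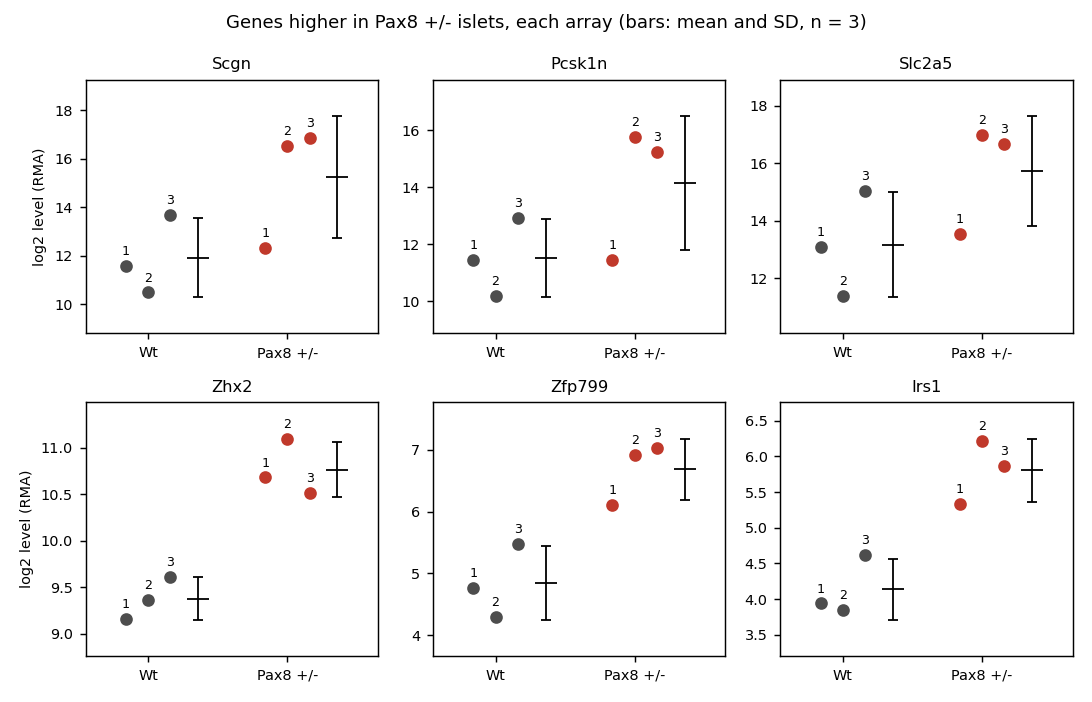
Log2 level (RMA) of 6 genes that were higher in Pax8 +/- islets, on each array, with the replicate number above each point, and the mean and SD of each group (n = 3). For Scgn, Pcsk1n and Slc2a5, Pax8 +/- replicate 1 lies among the Wt arrays, while Zhx2, Zfp799 and Irs1 have all 3 Pax8 +/- arrays above all Wt arrays, Zfp799 and Irs1 at background levels.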

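Slc2a1, Hmox1, Pfkfb3 and Reg2 were lower in Pax8 +/- islets at the thresholds of the study. Slc2a1 (Entrez Gene 20525), the glucose transporter of most cell types, had a log2 level of 16.32 ± 0.76 (SD, n = 3) in Wt and 12.83 ± 3.61 (SD, n = 3) in Pax8 +/- islets, a difference of -3.50 (standard error 1.49). Hmox1 (Entrez Gene 15368), which degrades heme, was at 16.25 ± 0.62 (SD, n = 3) and 13.34 ± 2.74 (SD, n = 3), a difference of -2.91 (standard error 1.15). Pfkfb3, an activator of glycolysis, went from 12.07 ± 1.42 (SD, n = 3) to 8.95 ± 2.81 (SD, n = 3), and Reg2, a secreted protein of pancreatic injury and regeneration, from 19.01 ± 0.60 (SD, n = 3) to 15.97 ± 3.15 (SD, n = 3), differences of -3.12 (standard error 1.28) and -3.04 (standard error 1.30). Pfkfb3 was at 7.40 and 7.26 on Pax8 +/- replicates 2 and 3, below the background percentile, so that the size of its difference is not exact.

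The Pax8 +/- arrays lay far apart. Slc2a1 was at 16.98 on Pax8 +/- replicate 1 and at 10.46 and 11.05 on replicates 2 and 3, against 16.10, 17.17 and 15.70 on the Wt arrays. The remaining genes listed as lower in Supplementary Table 2 were Ero1a, an oxidase of the endoplasmic reticulum (-2.98), Ak4, a mitochondrial adenylate kinase (-2.92), Igfbp3, which binds insulin-like growth factors (-2.79), Galnt3 (-2.42), Tm4sf1 (-2.30) and Serpini2 (-2.02). On Pax8 +/- replicates 2 and 3, Ak4, Igfbp3, Galnt3 and Tm4sf1 lay below the background percentile, so that the sizes of their differences are not exact. None of the 10 lower genes of that table had separate groups, and each had an adjusted p = 0.745 from limma. They were chosen by the study on these samples.

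On the hypoxia (HIF1) targets list, genes that the hypoxia-inducible factor switches on, all 31 were measured, and 8 were lower and 0 higher at an unadjusted p of at most 0.05, with a median log2 difference of -1.47, and 29 of the 31 had a lower mean. Only 14 of the 31 lay above background on all 6 arrays, so that the size of this median is not exact. The mean level of the list was 8.03 and 7.88 on Pax8 +/- replicates 2 and 3 and 10.85 on Pax8 +/- replicate 1, within the 9.89 to 11.22 of the Wt arrays. None passed when adjusted over the list alone or over all genes. The shift had an adjusted p = 4.12e-11 from camera, and an adjusted p = 0.657 with an estimated correlation. The list shares Slc2a1, Pfkfb3, Ak4 and Ero1a with the table of the study, and without them the adjusted p from camera was 6.64e-09. The list was written after that table had been read, so that leaving these genes out does not make the test independent. Among the other members, Pdk1, a kinase that restrains pyruvate dehydrogenase, was at -1.37, Ankrd37 at -0.75 and Pfkfb4, which lay at background, at -0.65. Genes of the acinar tissue around islets, 23 measured of 26 listed, had a mean log2 difference of -0.20 and a median of 0.00, which tells little because 10 of the 23 were at the upper end of the scale on all 6 arrays. Of the other 13, 10 had a lower mean in Pax8 +/- islets (median of the 13 -0.28), among them Gp2 at -0.90 and, named here after its values were seen, Spink1 at -1.39. Duct markers, with 9 of 12 measured lower in mean, included Krt18 at -1.41 and Krt8 at -1.33. None of these 4 genes passed with all arrays weighted alike. With array weights Spink1 (-1.68), Krt18 (-1.79) and Krt8 (-1.63) passed the thresholds, and all 4 genes passed the thresholds without Pax8 +/- replicate 1 (-1.34 for Gp2, -2.40 for Spink1, -2.36 for Krt18 and -2.23 for Krt8). Genes of the immediate early response and of dissociation stress, all 18 listed measured, had a median of -0.87 on the same arrays (adjusted p = 0.000212 from camera and adjusted p = 0.657 with an estimated correlation), with a list mean of 8.21 and 8.42 on Pax8 +/- replicates 2 and 3 and 9.77 on Pax8 +/- replicate 1.

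The 10 table genes fell outside the thresholds without Wt replicate 1, Wt replicate 2, Pax8 +/- replicate 2 or Pax8 +/- replicate 3, and Slc2a1 and Reg2 also without Wt replicate 3. Over the leave-outs, Slc2a1 ran from -5.57 to -2.31, Hmox1 from -4.49 to -2.04, Pfkfb3 from -4.74 to -2.28 and Reg2 from -4.85 to -2.02, and Pdk1, from -1.99 to -0.83, kept its call only without Pax8 +/- replicate 1. None of the 10, nor Pdk1, passed without empirical Bayes moderation, and Slc2a1, Reg2, Igfbp3 and Tm4sf1 did not under quantile normalization or with the dimmest 33.3% of probe sets left out.

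**Figure D2:**
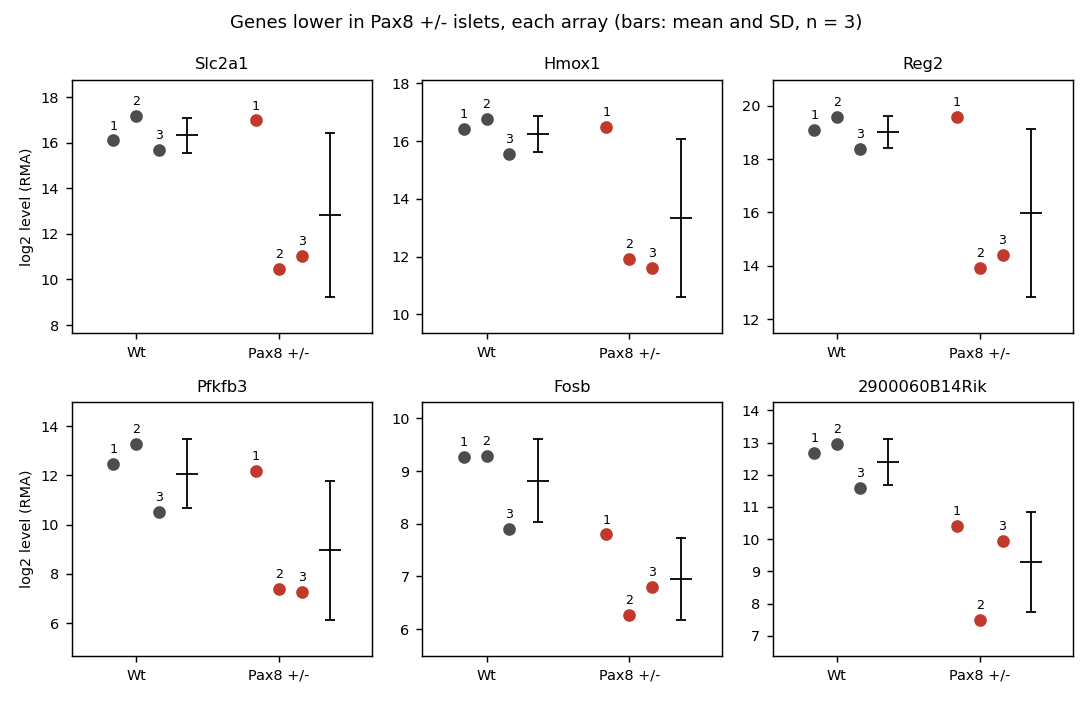
Log2 level (RMA) of 6 genes that were lower in Pax8 +/- islets, on each array, with the replicate number above each point, and the mean and SD of each group (n = 3). Slc2a1, Hmox1, Reg2 and Pfkfb3 are low on Pax8 +/- replicates 2 and 3 (Pfkfb3 below the background percentile there) and near the Wt arrays on Pax8 +/- replicate 1, while Fosb and 2900060B14Rik have all 3 Pax8 +/- arrays below all Wt arrays. Fosb is below the background percentile on Pax8 +/- replicates 2 and 3, and 2900060B14Rik on Pax8 +/- replicate 2.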

Top significantly downregulated genes included genes encoding for the glucose transporter 1 (*Slc2a1*/*Glut1*), and the Heme-oxigenase1 (*Hmox1*), which encode for glucose transporters and antioxidant proteins, respectively (Figure 5F and Supplementary Table 2). Analyses using the Ingenuity Pathway Analysis and Transcriptome Analysis Console platforms for genome-wide expression analyses indicated that oxidative phosphorylation (up-regulated) and antioxidant stress response (down-regulated) were among the most modulated pathways in pancreatic islets isolated from mild hypothyroid Pax8 +/- mice (Figure 5G and Supplementary Figure 5E–5G).

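Of 75 measured of 76 listed genes of oxidative phosphorylation, subunits of the mitochondrial respiratory chain and ATP synthase, 9 were higher, 1 (Cyc1) was lower and 65 did not pass an unadjusted p of at most 0.05. Their median log2 difference was 0.26, with a higher mean in Pax8 +/- islets for 51 and a lower mean for 24. Ndufb3 of complex I went from 7.64 ± 0.14 (SD, n = 3) to 8.97 ± 0.73 (SD, n = 3), a difference of 1.33 (standard error 0.37), and Ndufs7, also of complex I, differed by 0.97 and Uqcrc2 of complex III by 0.66. Ndufb3 and, named here after their values were seen, Cox6a1 (1.82) and Atp5g2 (1.35) also passed the fold change of the study, and Cyc1 was at -0.67.

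Of 28 measured of 30 listed targets of NRF2, a transcription factor that responds to oxidative stress, 7 were lower, none was higher and 21 did not pass, with a median of -0.73 and a lower mean for 22 of the 28. Gclc, which makes the precursor of glutathione, went from 17.86 ± 0.87 (SD, n = 3) to 15.58 ± 1.52 (SD, n = 3), a difference of -2.29 (standard error 0.74). Slc7a11, which imports cystine, was at -1.68 and Mgst1, a glutathione transferase, at -0.93. Antioxidant enzymes as a group, with 25 measured of 27 listed, had a median of -0.15. Hmox1 and Prdx1 (-0.89) were the 2 lower members at an unadjusted p of at most 0.05, none was higher, and Cat, the gene for catalase, at -1.42, and Txn1, thioredoxin, at -0.87 did not pass, except Cat without Pax8 +/- replicate 1 (-2.24), with array weights (-1.75) or with the replicate block, while Prdx1 reached the fold change of the study with a Tukey biweight (-1.40).

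On the same arrays, immediate early and dissociation stress genes had a median of -0.87 and beta-cell markers a median of 1.09, each with an adjusted p = 0.657 with an estimated correlation, and 10 of 13 unsaturated acinar and 9 of 12 duct markers had a lower mean in Pax8 +/- islets.

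Against all other genes, limma's camera with a preset correlation gave an adjusted p = 0.00271 for oxidative phosphorylation and an adjusted p = 5.95e-06 for NRF2 targets, and an adjusted p = 0.657 with an estimated correlation for both. Antioxidant enzymes had an adjusted p = 0.431 with the preset and an adjusted p = 0.722 with an estimated correlation. No member of the 3 lists passed when adjusted over the list alone or over all genes. Without Hmox1, which the study had picked from these samples, NRF2 targets kept an adjusted p = 1.85e-05. That does not make the test independent, since the study had reported a lower antioxidant stress response from these same samples. The adjusted p of oxidative phosphorylation was 0.105 without Wt replicate 1, 0.0877 without Wt replicate 2 and 0.264 without Pax8 +/- replicate 2, and that of NRF2 targets lay between 2.72e-10 and 0.00507 over the 6 leave-outs. Named members lost their calls at the thresholds too: Ndufb3 without Wt replicate 1, Wt replicate 2 or Pax8 +/- replicate 3 (0.94 to 1.66), Gclc without Wt replicate 1 or Pax8 +/- replicate 3 (-3.11 to -1.62), and Slc7a11 (-2.42 to -1.29), Cox6a1 (1.14 to 2.72) and Atp5g2 (0.92 to 2.02) without Wt replicate 1, Wt replicate 2, Pax8 +/- replicate 2 or Pax8 +/- replicate 3. Gclc, Slc7a11, Cox6a1 and Atp5g2 did not pass without empirical Bayes moderation, Ndufb3 and Atp5g2 did not under quantile normalization, and Cox6a1 and Atp5g2 did not with the dimmest 33.3% of probe sets left out.

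**Figure D3:**
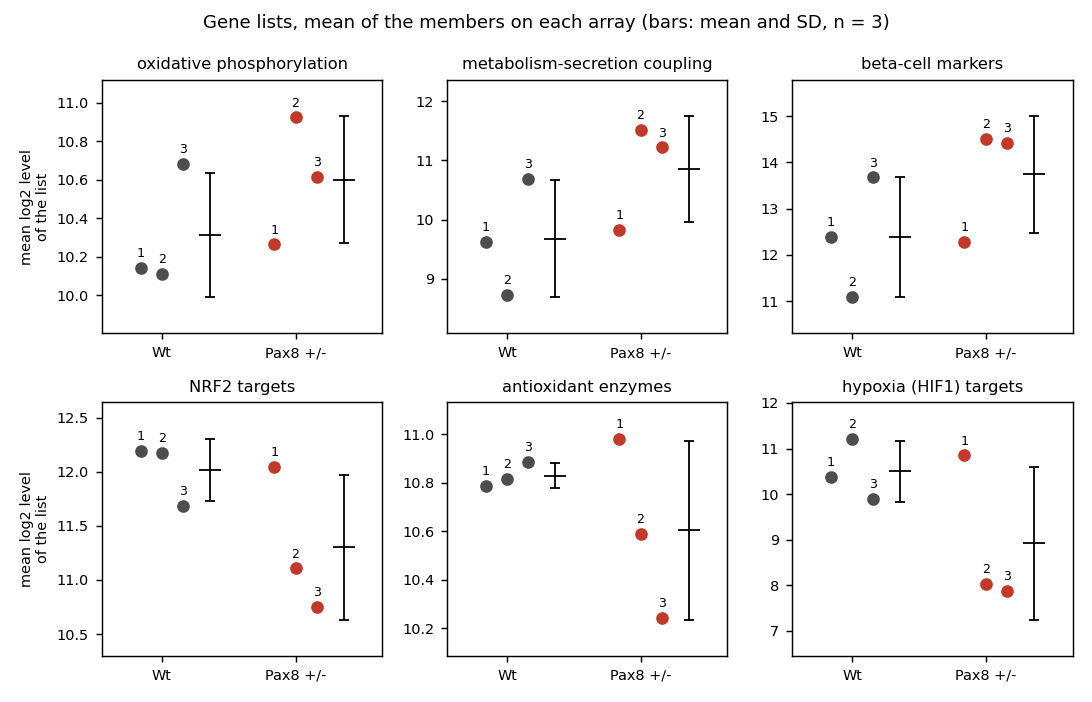
Mean log2 level (RMA) of the measured members of 6 gene lists on each array, with the replicate number above each point, and the mean and SD of each group (n = 3). Oxidative phosphorylation is at 10.31 ± 0.32 in Wt and 10.60 ± 0.33 in Pax8 +/- islets, NRF2 targets are at 12.02 ± 0.29 and 11.30 ± 0.67, and in these 2 lists Pax8 +/- replicate 1 lies within the range of the Wt arrays.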

**Figure 5:**
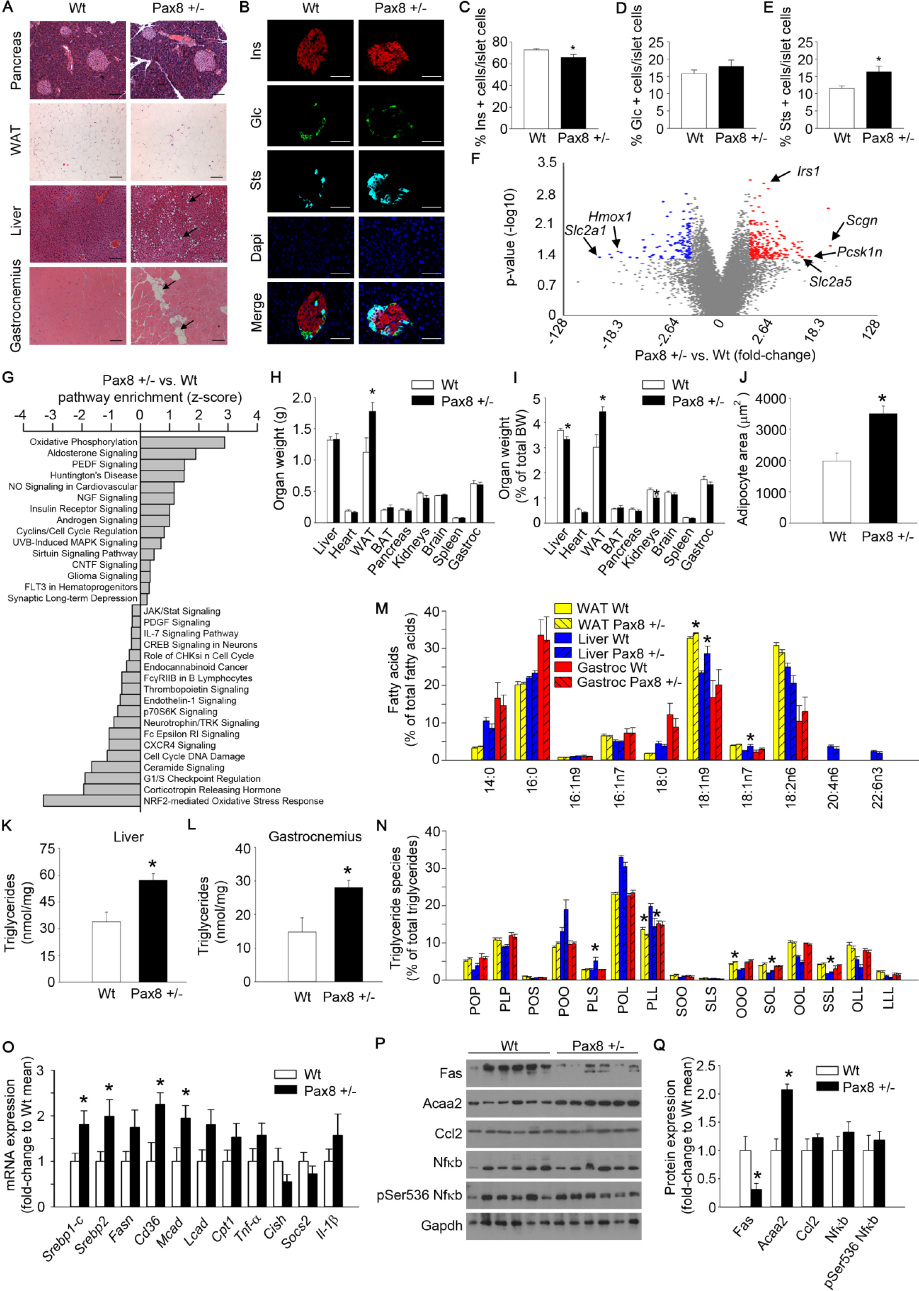
**Mild hypothyroid Pax8 +/- mice accumulate ectopic lipid depositions.** (**A**) Representative images of hematoxylin and eosin staining of WAT, gastrocnemius, pancreas and liver of Wt and Pax8 +/- mice. Arrows indicate adipocyte infiltrations in gastrocnemius and lipid droplets in liver tissue. WAT: n = 6 Wt, n = 4 Pax8 +/-; gastrocnemius: n = 6 per group; pancreas: n = 3 per group; liver: n = 6 per group; Scale bar = 100 μm. (**B**) Representative immunofluorescence images of pancreatic sections from untreated Wt and Pax8 +/- male mice at 9 months of age. Scale bar: 50 μm. Ins: insulin. Glc: glucagon. Sts: somatostatin. n = 5 Wt, n = 4 Pax8 +/-. (**C**) Percentage of insulin positive cells in islet cells at 9 months of age. n = 5 Wt, n = 4 Pax8 +/-. T-test two tailed. (**D**) Percentage of glucagon positive cells in islet cells at 9 months of age. n = 5 Wt, n = 4 Pax8 +/-. T-test two tailed. (**E**) Percentage of somatostatin positive cells in islet cells at 9 months of age. n = 5 Wt, n = 4 Pax8 +/-. T-test two tailed. (**F**) Volcano plot showing the fold change and statistical significance of genes expressed in pancreatic islets. Statistical analysis was performed using Transcription Analysis Console using default parameters. Arrows indicate specific dots of highlighted genes. See also Supplementary Figure 5E–5G. n = 3 per group. (**G**) Analysis of significantly modulated annotated canonical pathways in pancreatic islets using Ingenuity Pathway Analysis platform. Statistical analysis was performed using Ingenuity Pathway Analysis using significantly modulated genes. n = 3 per group. (**H**) Tissues weight. n = 6 per group. T-test two tailed. (**I**) Tissues weight corrected by total body weight. n = 6 per group. T-test two tailed. (**J**) Quantification of adipocyte area. n = 6 Wt, n = 4 Pax8 +/-. T-test two tailed. (**K**) Triglyceride content per mg of protein in liver. n = 6 Wt, n = 4 Pax8 +/-. T-test two tailed. (**L**) Triglyceride content per mg of protein in gastrocnemius. n = 5 Wt, n = 4 Pax8 +/-. T-test two tailed. (**M**) Lipidomic analysis depicting percentages of the different species of fatty acids in WAT, liver and gastrocnemius. n = 5 Wt, n = 6 Pax8 +/-. Two-way ANOVA. See also Supplementary Figure 5H. (**N**) Lipidomic analysis depicting percentages of triglyceride species in WAT, liver and gastrocnemius. P: Palmitic acid. O: Oleic acid. L: Linoleic acid. S: Stearic acid. n = 5 Wt, n = 6 Pax8 +/-. Two-way ANOVA. (**O**) mRNA expression of genes involved in lipid synthesis/import and inflammation in livers from Wt and Pax8 +/- mice. *Srebp1-c*: n = 6 per group. *Srebp2*: n = 6 per group. *Fasn*: n = 5 Wt, n = 6 Pax8 +/-. *Cd36*: n = 6 Wt, n = 5 Pax8 +/-. *Mcad*: n = 6 per group. *Lcad*: n = 6 per group. *Cpt1*: n = 6 per group. *Tnf-α*: n = 5 Wt, n = 6 Pax8 +/-. *Cish*: n = 4 Wt, n = 5 Pax8 +/-. *Socs2*: n = 4 Wt, n = 4 Pax8 +/-. *Il-1β*: n = 6 per group. T-test two tailed. (**P**) Western blots showing protein expression levels of markers of lipid metabolism and inflammation in liver lysates. n = 6 per group. (**Q**) Densitometric analysis of western blots shown in panel P. n = 6 per group. T-test two tailed. Data are represented as the mean ± SEM. Mice were 9 month-old at the time of killing. vs: versus. * p-value < 0.05.

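Irs1 (Entrez Gene 16367), an adaptor that passes on the signal of the insulin receptor, was among the genes with the smallest p on the higher side. Its log2 level was 4.13 ± 0.42 (SD, n = 3) in Wt and 5.80 ± 0.45 (SD, n = 3) in Pax8 +/- islets, a difference of 1.67 (standard error 0.33) and a 3.18-fold change. All 3 Pax8 +/- arrays lay above all Wt arrays, and the call at the thresholds of the study held in each of the 6 leave-outs, from 1.46 to 1.91. Irs1 also met the rule that picks genes by separate groups and small p on these arrays, which favours such stability. All 6 levels lay below the background percentile of their array, so that Irs1 was measured near the floor of the assay. Its adjusted p was 0.745 from limma over all genes.

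Genes of insulin receptor signalling, 19 measured of 20 listed, had a median log2 difference of 0.35, with a list mean of 9.83 and 9.82 on Pax8 +/- replicates 1 and 3, below the 9.92 of Wt replicate 3, and of 10.22 on Pax8 +/- replicate 2. At an unadjusted p of at most 0.05, 4 were higher (Irs1, Mtor at 1.02, Tsc2 at 0.94 and Shc1 at 0.76), 0 were lower and 15 did not pass. Mtor passed the fold change of the study without Wt replicate 3 (1.42) and with a Tukey biweight (1.38). Beta-cell markers stood at a median of 1.09 on the same arrays. Irs1 alone passed when adjusted over the list alone, and 0 did over all genes. The study names Irs1 from these samples. The list had an adjusted p = 0.0117 from camera and an adjusted p = 0.657 with an estimated correlation, and for the insulin receptor signalling list the preset value was 0.131 without Wt replicate 2 and 0.184 without Pax8 +/- replicate 2.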

Consistent with lipid accumulation, tissue weight at sacrifice (9-month old) indicated that the white adipose tissue (WAT) of Pax8 +/- mice was heavier, even when corrected by total body weight, and was composed of larger adipocytes when compared to the WAT of Wt mice (Figure 5A, 5H–5J). Furthermore, liver and gastrocnemius of Pax8 +/- mice accumulated greater amounts of triglycerides (Figure 5K–5L). Given that THs are potent modulators of fatty acid composition and storage, and that aberrant accumulation of certain lipid species lead to cell dysfunction and death (lipotoxicity), we performed lipidomic analysis on WAT, liver and gastrocnemius [39]. The analysis of WAT indicated that mild hypothyroid Pax8 +/- mice accumulated a higher percentage of oleic acid (18:1n9) as well as increased proportion of triglycerides formed by 3 oleic acids (OOO), with a concomitant reduction of the proportion of triglycerides formed by other fatty acids such as palmitic acid and linolenic acid (PLL) (Figure 5M–5N). However, the percentage of different polar lipid species was comparable to Wt mice, suggesting the absence of major alterations in cellular membrane integrity or fluidity (Supplementary Figure 5H). Similarly, the percentage of 18:1n9, as well as 18:1n7, fatty acid species was higher in the liver of Pax8 +/- mice as compared to Wt mice, while no significant differences were observed in the gastrocnemius (Figure 5M). The analysis of triglyceride species in liver lysates indicated a reduction of certain triglycerides composed by more than one poli-unsaturated fatty acid and a concomitant increase in triglycerides composed by saturated fatty acids, such as stearic acid (Figure 5N). No differences in proportions of polar lipid species were found in liver and gastrocnemius tissues (Supplementary Figure 5H). RNA and protein isolations of liver tissue exhibited a marked modulation on genes and proteins involved in lipid transport, synthesis and catabolism (Figure 5O–5Q). Transcript levels of *Srebp-1c*, *Srebp2* which are involved in fatty acid and cholesterol biosynthesis, respectively, were induced in the liver but not in the gastrocnemii (*Srebp-1c*) of Pax8 +/- mice (Figure 5O and Supplementary Figure 5I). Although the liver of Pax8 +/- mice exhibited more lipid droplets, the expression level of fatty acid synthase (Fas) was restricted, suggesting that free fatty acid supplies for liver triglyceride synthesis are likely provided by circulating lipoproteins (Figure 5P–5Q). Consistent with this premise, expression of the fatty acid scavenger receptor *Cd36* was significantly increased in liver of Pax8 +/- mice (Figure 5O). In parallel, RNA expression levels of the medium chain acyl-CoA dehydrogenase (*Mcad*) and protein expression levels of acetyl-coenzyme A acyltransferase 2 (Acaa2), which catalyze essential steps on the mitochondrial β-oxidation of fatty acids, were markedly increased in the livers of Pax8 +/- mice compared to Wt, suggesting greater hepatic beta oxidation (Figure 5O–5Q). No significant differences were observed in mRNA and/or protein levels of pro-inflammatory markers (Figure 5O–5Q). None of the above alterations were apparent in the gastrocnemius (Supplementary Figure 5I–5K). These results indicate that mild hypothyroidism in Pax8 +/- mice does not result in an inflammatory milieu, which is commonly found in individuals suffering metabolic disorders [40].

### Mild hypothyroidism produces mitochondrial dysfunction and accumulation of oxidative damage in Pax8 +/- mice

Mitochondrial dysfunction and oxidative stress have been detected in patients with non-alcoholic fatty liver disease (NAFLD) [41, 42]. Therefore, we next investigated whether mitochondria content and function were altered in Pax8 +/- mice . Although transcript and protein levels of Pgc1-α, a master regulator of mitochondrial biogenesis, were increased in the liver of Pax8 +/- mice, the expression of several mitochondrial proteins was similar in mild hypothyroid Pax8 +/- mice (Figure 6A–6C). In agreement with similar mitochondrial content, the liver of Pax8 +/- mice displayed similar mitochondrial DNA to nuclear DNA ratio and citrate synthase activity (Figure 6D–6E). Likewise, no differences were detected between genotypes in the specific enzymatic activities of complexes I+III (NADH-cytochrome *c* oxidoreductase activity) and II+III (succinate-cytochrome *c* oxidoreductase activity) in liver lysates, even when corrected to citrate synthase activity (Figure 6F–6I). Interestingly, gene expression levels of *Atp5a1*, a subunit of complex V involved in ATP synthesis, was increased in the liver of Pax8 +/- mice (Figure 6A). We also observed a marked reduction in Ucp2 expression in the liver of Pax8 +/- mice, consistent with this uncoupling protein being a direct target of THs (Figure 6A–6C). Protein levels of pThr172 Ampk were reduced in liver of Pax8 +/- mice compared to Wt, indicative of a rich energetic status in hepatic tissue (Figure 6B–6C). Remarkably, superoxide generation in mitochondrial complexes was significantly increased in the liver of Pax8 +/- animals, even when corrected to citrate synthase activity (Figure 6J–6K). To assess net effects in mitochondrial performance, we determined *in vivo* oxygen consumption in primary hepatocytes isolated from Wt and Pax8 +/- mice. Although the extracellular acidification rate (ECAR) under basal conditions was similar in both experimental groups, oxygen consumption was reduced in Pax8 +/- hepatocytes (Figure 6L–6M). Interestingly, carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP)-induced maximal oxygen consumption was minimal in the hepatocytes of Pax8 +/- mice (Figure 6L). Confirmatory experiments using the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) test indicated that metabolic activity was reduced in primary hepatocytes isolated from in Pax8 +/- mice (Figure 6N). We next determined the protein levels and enzymatic activities of several antioxidant proteins (Figure 6O–6Q). Results indicated that liver extracts from Pax8 +/- mice exhibited increased cytosolic superoxide dismutase (Sod cyt) and reduced glutathione S transferase (Gst) protein levels and enzymatic activities, suggesting that hepatic tissue of Pax8 +/- mice senses a pro-oxidant status and modulate the expression/activity of certain antioxidant proteins (Figure 6P–6Q). In addition, protein levels of growth arrest DNA damage 153 (Gadd 153) were increased and Lc3b-I and Lc3b-II levels were reduced in liver extracts of Pax8 +/- mice, indicating that hepatic cells are under cellular stress and that autophagy induction may be impaired in the liver of Pax8 +/- mice (Figure 6P–6Q). Consistent with increased ROS generation and altered antioxidant activity, determinations of lysine-4-hydroxinonenal (Lys-4-HNE) levels, which result from lipid peroxidation, revealed a significant increase in the liver of Pax8 +/- mice (Figure 6R–6S). Despite a dramatic increase in Pgc1-α protein expression, no differences were detected in RNA and protein expression levels of mitochondrial genes/proteins including Ucp2 or in respiratory complex activities in gastrocnemius extracts of Pax8 +/- mice (Supplementary Figure 6A–6I). Although mitochondrial ROS generation and antioxidant protein levels were similar in both Pax8 +/- and Wt mice, Lys-4-HNE levels were higher in Pax8 +/- mice (Supplementary Figure 6J–6O). Taken together, these indicate that, in liver tissue, the antioxidant system is unable to scavenge increased ROS production, leading to the accumulation of oxidative damage in a process that is known to be involved in carcinogenesis.

**Figure 6:**
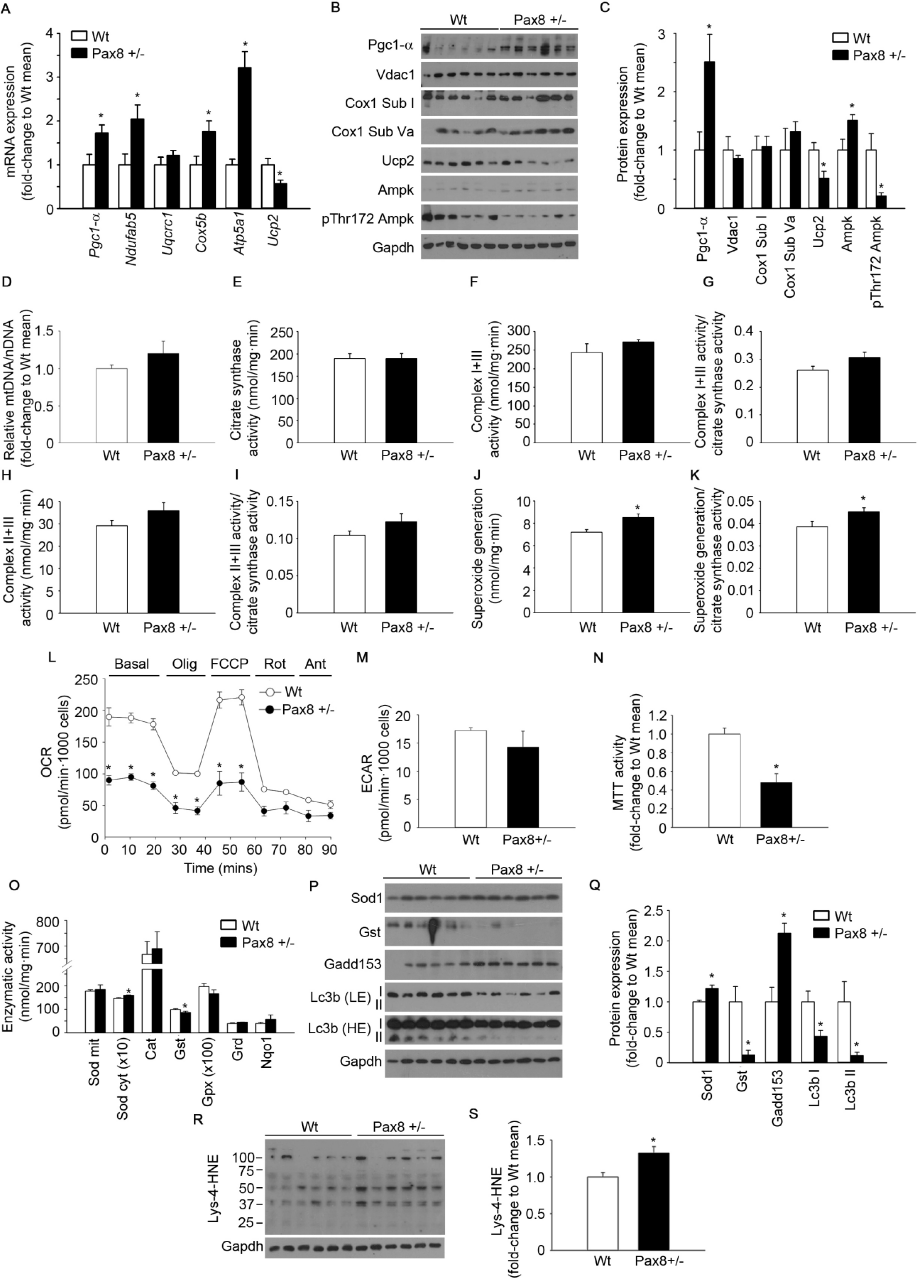
**Mild hypothyroidism produces mitochondrial dysfunction and accumulation of oxidative damage in Pax8 +/- mice.** (**A**) mRNA expression of genes involved in mitochondrial biogenesis and mitochondrial function in liver. *Pgc1-α*: n = 6 per group. *Ndufab5* = n = 6 per group. *Uqcrc1*: n = 6 per group. *Cox5b*: n = 6 per group. *Atp5a1*: n = 5 Wt, n = 6 Pax8 +/-. *Ucp2*: n = 5 per group. (**B**) Western blots showing expression levels of proteins involved in mitochondrial biogenesis/function as well as Ampk and its phosphorylated isoform in liver lysates. n = 6 per group. (**C**) Densitometric analysis of western blots shown in panel B. n = 6 per group. (**D**) Relative mitochondrial DNA content in liver isolations. n = 6 per group. (**E**) Citrate synthase activity in liver extracts. n = 6 per group. (**F**) Complex I+III activity in liver extracts. n = 6 per group. (**G**) Complex I+III activity corrected by citrate synthase activity in liver extracts. n = 6 per group. (**H**) Complex II+III activity in liver extracts. n = 6 per group. (**I**) Complex II+III activity corrected by citrate synthase activity in liver extracts. n = 6 per group. (**J**) Superoxide generation in mitochondrial complexes in liver extracts. n = 6 per group. (**K**) Superoxide generation in mitochondrial complexes corrected by citrate synthase activity in liver extracts. n = 6 per group. (**L**) Oxygen consumption rate in primary hepatocytes. n = 3 per group. (**M**) Extracellular acidification rate in primary hepatocytes. n = 3 per group. (**N**) MTT test to determine the metabolic activity (NADH-oxidase) of primary hepatocytes. n = 4 per group. (**O**) Antioxidant enzymatic activities in liver lysates. Sod mit: n = 6 per group. Sod cyt: n = 5 per group. Cat: n = 5 Wt, n = 6 Pax8 +/-. Gst: n = 5 per group. Gpx: n = 5 per group. Grd: n = 6 Wt, n = 5 Pax8 +/-. Nqo1: n = 5 Wt, n = 6 Pax8 +/-. Sod mit: Sod mitochondrial. Sod cyt: Sod cytosolic. (**P**) Western blots showing expression levels of antioxidant, stress response and autophagy induction proteins in liver lysates. LE = Low exposure. HE = High exposure. n = 6 per group. (**Q**) Densitometric analysis of western blots shown in panel **P**. (**R**) Western blot showing Lys-4-HNE staining in liver extracts. n = 6 per group. (**S**) Densitometric analysis of the western blot shown in panel **R**. Mice were 9 month-old at the time of killing. Data are represented as the mean ± SEM. * p-value < 0.05. T-test two tailed.

## DISCUSSION

Harnessing mechanisms governing organismic senescence is central to aging biology in order to develop approaches for healthy aging, a priority of current times. Herein, we tackle this problematic by resolving the controversy on whether the modulation of TH levels is beneficial or detrimental for the health and welfare of individuals. Although our study only included male mice, representing a limitation of our work, we provide evidence that either the lack or chronic supplementation of TH reduces life expectancy while mild hypothyroidism compromises healthspan without extending lifespan. Our study also substantiates that patients bearing *PAX8* mutations resulting in mild hypothyroidism, are prone to develop diabetes (type 2 and gestational), as evidenced by our previous study [33], and likely to develop liver cancer. With regard to the latter, both, hypothyroidism and SNP variants in the *PAX8* gene, have been associated with the development of hepatocellular carcinomas in Asian and Non-Hispanic white cohorts [43, 44].

Mice that lack the ability to produce TH exhibited very low body weight and limited survival, dying around weaning (Figure 7). This fact is particularly interesting since the longest-living laboratory mice are characterized by low to barely detectable levels of THs. Our findings indicate that the modulation of other hormones (*e.g.* growth hormones) must be exclusively responsible for the increases in lifespan in other dwarf mice such as the Snell, Ames and Laron mice [5, 7, 9–11]. Our data reveal that T4 supplementation in Pax8 ablated mice extended life expectancy when compared to untreated Pax8 -/- mice while the same treatment reduced by half lifespan in both Wt and Pax8 heterozygous animals. Combined with our previous work [35], our results support that TH supplementation leading to hyperthyroidism produces an improvement on markers of metabolic health, such as reduced age-dependent body weight gain and fasting glycaemia but that chronic treatment results in toxicity and reduced lifespan. These results are consistent with human studies demonstrating that life expectancy for both, men and women, decreased with higher levels of TH [45], and highlights the strict requirement to maintain TH levels within physiological levels during replacement therapy to maintain the health and welfare of patients (Figure 7) [46].

**Figure 7:**
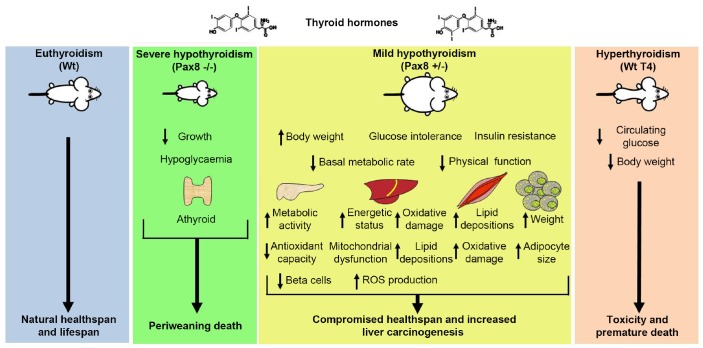
**Schematic representation of the effects of the modulation of THs levels in healthspan and lifespan in mice.** Mice unable to synthesize THs exhibit growth retardation and periweaning death. Mice exhibiting a mild reduction on circulating THs levels develop obesity, glucose metabolism dysregulations and increased incidence of liver cancers, which compromise their quality of life. Mice exhibiting increased levels of THs exhibit reduced body weight and reduced glycaemia at fasting. However, these mice develop toxicity and exhibit a short lifespan. Interventions based on the modulation of THs reduce healthspan and/or lifespan in mammals.

Pax8 heterozygous mice that displayed mild reduction in TH levels did not live longer compared to wild type mice and featured mild obesity, insulin resistance, increased WAT weight, triglyceride accumulation in skeletal muscle, liver steatosis as well as preponderance to develop liver cancer with age. These metabolic alterations recapitulate alterations observed in patients suffering hypothyroidism such as, metabolic syndrome and NAFLD, Type 2 diabetes and hepatocellular carcinomas [28, 33, 43, 44, 47–49]. Therefore, we propose the Pax8 +/- mouse as a valuable experimental model to further dissect the cellular and molecular mechanisms associated with mild hypothyroidism and hypothyroidism-related pathologies. However, Pax8 +/- mice did not exhibit a pro-inflammatory milieu in the liver or the skeletal muscle, which is commonly associated with metabolic disorders [40]. Similar to humans, TH supplementation reversed diseases hallmarks in Pax8 +/- mice, supporting the premise that reduced TH levels rather than *Pax8* haploinsufficiency or direct transcriptional effects of Pax8 targets convey these pathophysiological conditions [47]. Further substantiating this premise is the lack of *Pax8* expression in liver, WAT and skeletal muscle. The phenotype of Pax8 heterozygous mice did not worsen when fed a HFD, indicating that mice are metabolically stressed independent of diet.

Although pancreatic islets appeared architecturally normal at weaning, a reduction in the percentage of beta cell with a concomitant increase in delta cells was observed in adult mice. Whether the modulation of endocrine populations in pancreatic islets in adulthood is compensatory mechanism or whether these are independent cellular events remains to be clarified. Nonetheless, TH facilitate maturation of human fetal islet beta cells as well as neonatal rat beta cells, a process mediated by up-regulation of the beta cell-enriched transcription factor MafA [50, 51]. We also previously demonstrated that TH delayed beta cell loss under stress conditions and that mutations on *PAX8* are found in patients developing gestational diabetes [33, 35]. It is therefore tempting to speculate that hypothyroidism in Pax8 +/- mice hinders postnatal beta cell maturation with subsequent increased in the susceptibility to stress-induced apoptosis with age, favouring the replacement of beta cells by delta cells that do not require MafA. Evidence for stress-induced apoptosis is provided by the transcriptome profile of Pax8 +/- islets that reveal, on one hand, higher metabolism-secretion coupling, likely due to hypothyroidism-induced insulin resistance, and, on the other hand, lower antioxidant defences, likely resulting in β-cell exhaustion and apoptosis at long-term. 

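Of 14 measured of 18 listed genes that couple glucose metabolism to insulin secretion, 3 were higher and 0 lower at an unadjusted p of at most 0.05, with a median log2 difference of 1.03. The mean level of the list was 11.51 and 11.22 on Pax8 +/- replicates 2 and 3 but 9.83 on Pax8 +/- replicate 1, below the 10.69 of Wt replicate 3. Beta-cell markers, with a higher mean for all 21 that were not at the upper end of the scale on every array, had a median of 1.09 on the same arrays, and 6 of the 14 coupling genes (Slc2a2, Abcc8, Kcnj11, Glp1r, Ffar1 and Hadh) are on both lists. Cacna1d, a voltage-gated calcium channel, went from 6.52 ± 0.95 (SD, n = 3) to 8.04 ± 0.71 (SD, n = 3), a difference of 1.53 (standard error 0.52). Its Wt mean lay below the background percentile of each Wt array (7.60 to 7.97), so that the size of this difference is not exact. Pcx, pyruvate carboxylase, was at 1.42 (standard error 0.59) and Gipr, the receptor of an incretin hormone, at 0.84 (standard error 0.24). Slc2a2, the glucose transporter of beta cells, named here after its values were seen, went from 13.45 ± 2.41 (SD, n = 3) to 16.76 ± 3.21 (SD, n = 3) and did not pass, except without Wt replicate 3 (4.55) or Pax8 +/- replicate 1 (5.16), with array weights (4.13) or with the replicate block (3.32).

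Pro-apoptotic genes, 15 measured of 19 listed, had a median of -0.17 with 0 higher and 0 lower, and anti-apoptotic genes, 8 measured of 8 listed, a median of -0.64 with 0 higher and 0 lower. Only 2 of the 15 pro-apoptotic genes lay above background on all 6 arrays, against 6 of the 8 anti-apoptotic genes. The pro-apoptotic median therefore carries little signal and cannot show that these genes were unchanged. Apaf1, which activates caspases, was at -0.58, and Bcl2 and Birc2, which restrain cell death, were at -0.92 and -0.68, none of them past the test with all arrays. Apaf1 and Bcl2 lay below the background percentile on all 6 arrays, and at that level Bcl2 passed the thresholds without Pax8 +/- replicate 1 (-1.46). Genes of the unfolded protein response, 20 measured of 22 listed, had a median of -0.28, again with 0 past an unadjusted p of at most 0.05. Immediate early and dissociation stress genes were at a median of -0.87 on the same arrays.

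Without the 6 shared genes, a setting chosen after seeing the data, the other 8 coupling genes had a median of 0.64, with an adjusted p = 0.00529 from limma's camera and an adjusted p = 0.657 with an estimated correlation. With them, the coupling list had an adjusted p = 1.85e-05, the anti-apoptotic list an adjusted p = 0.0469, the unfolded protein response an adjusted p = 0.082 and the pro-apoptotic list an adjusted p = 0.4. Each of these 4 lists had an adjusted p = 0.657 with an estimated correlation, and no member passed when adjusted over its list alone or over all genes. Cacna1d and Pcx lost their calls without Wt replicate 1, Wt replicate 2, Pax8 +/- replicate 2 or Pax8 +/- replicate 3, over 1.17 to 2.07 and 0.91 to 2.07, and also without empirical Bayes moderation. The anti-apoptotic genes list lost its call without Wt replicate 1 (0.112), Wt replicate 2 (0.131), Pax8 +/- replicate 2 (0.145) or Pax8 +/- replicate 3 (0.24), and with the dimmest 33.3% of probe sets left out (0.0521). The unfolded protein response list passed without Wt replicate 2 (0.00795), Pax8 +/- replicate 1 (0.0153) or Pax8 +/- replicate 2 (0.00824), under quantile normalization (0.044) and with all probe sets kept (0.0432), while with an estimated correlation the same leave-outs gave an adjusted p of 0.884, 0.598 and 0.829.

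The paper reads the islet profile in 2 parts, higher metabolism-secretion coupling and lower antioxidant defences. It proposes that insulin resistance brought on by hypothyroidism likely accounts for the former. The latter, it proposes, likely leads over time to exhaustion and apoptosis of beta cells.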

Further studies are required to assess the impact of hypothyroidism on delta cell fate.

Liver lipidomic profiling revealed oleic acid was enriched in Pax8 +/- mice consistent with a previous study demonstrating that increased intake of this fatty acid promotes hepatoma progression by reducing the expression of Pten [52]. In contrast, other studies have reported that oleic acid is beneficial rather than detrimental due to its capacity to revert palmitic acid-induced hepatic insulin resistance and apoptosis and that the dietary palmitic acid:oleic acid ratio impacts diabetes risk in human [53]. Contextually, hypothyroidism may short-circuit the beneficial role of oleic acid by skewing accumulation of oleic acid and triglycerides, independent of palmitic acid, which long-term may cause NAFLD. Consistent with this premise and in line with results observed in Pax8 +/- mice, oleic acid was markedly increased whereas total serum cholesterol was decreased in mice over-expressing SREBPs, which are downstream targets of the TH signalling pathway [54]. Engorgement of hepatic tissue with lipids was likely the cause of insulin resistance, as evidenced by decreased Akt phosphorylation and contributed to the energy-rich status, as revealed by decreased AMPK phosphorylation. Consistent with this status several markers of mitochondrial beta oxidation were enhanced. Nonetheless, we observed mitochondrial dysfunction as revealed by reduced oxygen consumption in primary live hepatocytes and increased mitochondrial superoxide generation in liver lysates. Of interest, *Cd36* expression, a long-chain fatty acid scavenger receptor found to be increased in the liver of Pax8 +/- mice, is also highly expressed in patients with NAFLD and appears to be required for fatty acid-induced ROS production [55, 56]. In parallel the expression and enzymatic activity of several antioxidant response proteins was altered with a net accumulation of oxidative damage. These data suggests that hepatic tissue senses a pro-oxidant milieu but it is inefficient in scavenging ROS-induced damage, in a process known to be involved in carcinogenesis [57]. In line with the concept that compromised mitochondrial functionality and accumulation of oxidative damage are contributory factors to the development of most age-related diseases, our observations provide direct evidence that subtle reductions on THs, as found in humans with mild hypothyroidism, augment oxidative damage, increase the incidence of liver cancers and reduce healthspan.

In 1908 Dr. Max Rubner proposed the rate of living theory of aging and longevity, postulating that species with a low metabolic rate would have increased life expectancy when compared to species with a higher metabolic rate. In this line, restricted levels of THs, which control the metabolic rate, have been associated with increased longevity as well as metabolic fitness. Therefore, a mildly reduced thyroid axis activity has been proposed as a biomarker for healthy aging in humans [18, 21]. Here, we found that either lack of or high THs levels results in decreased lifespan and/or healthspan whereas mild reduction leads to hallmarks of NAFLD and liver cancer in mice. Our data support the notion that humans with exceptional longevity exhibiting restricted activity of the hypothalamus-pituitary-thyroid axis must have a specific genetic and/or epigenetic signature required to achieve longevity benefits [3, 6, 8]. More importantly, our data indicate that interventions based on the modulation of THs should not be targeted to increase the healthspan and lifespan in healthy mammals including humans.

## METHODS

### Ethics statement

Investigation has been conducted in accordance with the ethical standards and according to the Declaration of Helsinki and according to national and international guidelines and has been approved by the authors´ institutional review board.

### Mice management

Procedures involving the use of live animals were approved by the CABIMER Ethical Committee of Animal Experimentation and performed in accordance with the Spanish law on animal use RD 53/2013 and the EU Directive 2010/63/EU for animal experiments. Mice (*Mus musculus*) were housed in individually ventilated cages (Tecniplast, Buguggiate, Italy) in a specific pathogen-free facility and kept under controlled environmental conditions (12 hours-light–dark cycle, 23 ± 1 °C with 30–50% relative humidity). Souralit plus 29/12 bedding (Souralit, Gerona, Spain) was sterilized by autoclave and added to each cage. Pax8 +/- mice in C57BL/6 background were obtained from Infrafrontiers mouse repository and genotyped according to previously published protocols [32, 58]. Male mice were used in all experiments reported. Mice were provided with standard rodent chow (Envigo, TD2914), unless stated otherwise, and sterilized tap water *ad libitum.* For the HFD study, a chow that provides 60 % of calories from fat was used (Envigo, TD06414) and treatment was started at 2-3 months of age. Mice were treated or not with T4 according to previously published protocols with minor modifications [35, 59, 60]. In brief, T4 treatment was started at birth (subcutaneous injections of 18 ng/g of body weight daily until weaning). After weaning, mice were supplemented with T4 in drinking water (5 μg/ml). Body weights were monitored monthly for the duration of the study. 9 month-old mice were fasted for 16 hours prior killing. 21-days old mice were not fasted prior killing.

### Blinding, group size and randomization

The data analyst was blinded, whereas the operator was not blind to the group assignment of animals. Mice were selected from the pool eligible for inclusion in the study and were randomly divided into the experimental groups according to the genotype. Quantitative analysis of gene and protein expression was normalized to the mean of the control group to facilitate representation and understanding of the results. The experiments shown in Supplementary Figure 2A, 2B, 2C, 2D were normalized to glucose levels at time 0 (%) to determine whether differences in metabolic test stem from differences in basal glucose levels.

### Metabolic tests

For the OGTT, mice were fasted for 6 h at 10 a.m. and received an oral dose of glucose (3 g/kg) by gavage. For the IPPTT, mice were fasted for 6 h from 10 a.m. and received an injection of sodium pyruvate (ip, 2 g/kg) by oral gavage. For the ITT, mice were fasted for 3 h from 10 a.m. and were injected with insulin (ip, 1.5 IU/kg). For the HOMA-IR, mice were fasted from 8 p.m. and glucose and insulin samples were taken at 16 hours of fasting. To determine glucose levels, blood samples were taken by venipuncture using a Precision Xceed glucometer (Abbott, Madrid, Spain). Insulin was measured in plasma using ELISA kits (Crystal Chem, Downers Grove, IL, USA).

### Rotarod

Results from rotarod tests are presented as the time to fall from an accelerating rotarod (4–40 rpm over 5 minutes). Mice were given a 1-minute habituation trial at 4 rpm on the day before the experiment. Results shown are the averages of three trials per mouse [61].

### Wire hang test

For wire hang test, mice were allowed to grip a horizontal 1-mm wire with four paws up to 60 seconds and the latency to fall from the wire was determined. Three different trials were performed with each mouse [61].

### MTT test

Hepatocyte metabolic activity was assessed using the Cell Proliferation Kit I (MTT) according to the manufacturer´s recommendations (Roche, Spain). Optical density was determined at 550 nm with a reference wavelength of 650 nm using a Varioskan Flash spectrophotometer (Thermo Scientific, Spain).

### Transmission electron microscopy

Fresh gastrocnemius muscles were fixed overnight at room temperature in 2.5 % glutaraldehyde and 2% paraformaldehyde in 0.1 M phosphate buffer and then 72 h at 4ºC before processing for electron microscopy. Muscle samples were post-fixed with 2% osmium, rinsed, dehydrated and embedded in Durcupan resin (Fluka, Sigma-Aldrich, St. Louis, USA). To verify orientation, serial semithin sections (1.5 mm) were cut with an Ultracut UC-6 (Leica microsystems, Wetzlar, Germany) and mounted into slides and stained with 1% toluidine blue. In selected correct orientation samples, ultrathin sections (0.07 – 0.08 mm) were cut using an Ultra 45º diamond knife (Diatome Ltd, Nidau, Switzerland) and stained with lead citrate. Finally, photomicrographs were obtained under a transmission electron microscope FEI Tecnai G2 Spirit BioTwin (ThermoFisher Scientific company, Oregon, USA), using a digital camera Morada (Olympus Soft Image Solutions GmbH, Münster, Germany).

### Semi-quantitative RT–PCR

Total RNA was extracted from tissue samples using the Easy-blue RNA extraction kit (Intron Biotechnology, Gyeonggi-doQiagen, Korea). Genomic DNA for mitochondrial DNA determinations, was extracted using the DNeasy Blood & tissue kit (QIAGEN, 60504), according to manufacturer’s protocol. cDNA using 0.5–2 μg RNA was synthesized using SuperScript II Reverse Transcriptase (Thermo Fisher Scientific, Madrid, Spain). Real time PCR was performed on individual cDNAs or genomic DNA using SYBR green (Roche). Primer sequences are presented in Supplementary Table 4. The mRNA expression was calculated by the 2^-ΔΔCT^ method and normalized to the expression of *Rps29*.

### Western blot

Samples were lysed in radioimmunoprecipitation assay buffer (20 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1 mM Na2EDTA, 1 mM EGTA, 1% NP-40, 1% sodium deoxycholate) with protease, phosphatase and deacetylase inhibitors P0044, P5725, P8340 and SC-362323. Western blots were performed according to standard methods, which involved incubation with a primary antibody of interest, followed by incubation with a horseradish peroxidase-conjugated secondary antibody and enhanced chemiluminescence (Supplementary Table 3). Blots were quantified with ImageJ, and the bands of interest were normalized to Ponceau S and/or Gapdh staining, as previously validated [62].

### Islet isolation and transcriptome profiling

Pancreatic islets were isolated using a collagenase perfusion as previously described [33, 63]. cRNA preparations from murine islets were hybridized to mouse Clariom™ S Assay microarray chips, using the standard protocols of the Genomic Core Facility, CABIMER (Affymetrix, Santa CA, USA). Image analysis, quality control and quantification of data were performed using the Affymetrix GeneChip Command Console Software 4.0. Further statistic data analysis was performed using the Transcriptome Analysis Console developed by Affymetrix. Modulated pathways using Transcriptome Analysis Console software were obtained applying significantly modulated genes with a fold-change greater than 2.5. The Ingenuity Pathway Analysis platform was used to determine modulations on annotated “canonical pathways” using significantly modulated genes. Pathway pictures were generated using the annotated “canonical pathways” module of Ingenuity Pathway Analysis. Raw data are accessible at GSE123288.

### Oxygen consumption and ECAR

Mitochondrial bioenergetics of primary hepatocytes cells were measured using an XF24 Extracellular Flux Analyzer (Agilent) [64]. After overnight culture cells were washed with Seahorse assay media (Seahorse Bioscience), supplemented with pyruvate at 1 mM and glutamine at 2 mM. Plates were incubated in a CO_2_-free incubator at 37 °C for 1 h to allow temperature and pH equilibration, after which oxygen consumption rate (OCR) was measured in the XF24 Extracellular Flux Analyzer over a period of 88 min. Mitochondrial processes were examined through sequential injections of oligomycin (4 μM) at min 21, carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP; 2 μM) at min 39, rotenone (1 μM) at min 57, and antimycin A (5 μM) at min 75. ECAR was determined under basal culture conditions. At the end of the measurement, cells in each well were counted using the Scepter™ 2.0 Cell Counter to normalize the data.

### Densitometry quantifications

Western blots and the area of adipocytes were quantified with ImageJ software (NIH). Quantifications of cell number/percentage were performed manually using Adobe Photoshop (Adobe).

### Quantifications and statistical analyses

For comparisons between two groups, statistical significance was calculated using non-paired two-tailed student’s t-test using Excel software. For other comparisons a repeated measurements two-way ANOVA test, one-way ANOVA, ANOVA on ranks or two-way ANOVA were performed using Graph Pad Prism 6 (GraphPad) or SigmaPlot 12.0 (SigmaPlot) software. A log rank statistical test was applied for survival curves (SigmaPlot). Specific statistical tests and the number of biological replicates (n) used in each panel are stated in Figure legends. Errors are represented as the standard error of the mean (SEM). For all analyses, p-value < 0.05 was considered statistically significant. Plots were designed with the software SigmaPlot 12.5 (SigmaPlot).

## Supplementary Materials

Supplementary Methods

Supplementary Figures

Supplementary Tables

# Supplementary material for: Inadequate control of thyroid hormones sensitizes to hepatocarcinogenesis and unhealthy aging
**Source:** Aging (Albany NY). 2019 Sep 13;11(18):7746–79. doi: 10.18632/aging.102285
**Supplement:** Supplementary Methods

SUPPLEMENTARY METHODS

Primary hepatocyte isolation

Primary hepatocytes were isolated from the livers of male mice as previously described [1]. In brief, livers were perfused with Hank's Balanced Salt Solution (Invitrogen) containing 5 mM glucose supplemented with 0.5 mM EGTA and 25 mM HEPES (pH 7.4 at 37°C) using a CTP100 peristaltic pump (ThermoFisher). After exsanguination of the liver, perfusion was changed to DMEM (Sigma-Aldrich D5546) supplemented with 100 U/mL Penicillin and 0.1 mg/mL Streptomycin (Pen/Strep), 15 mM HEPES, and 100 U/mL of collagenase (Type IV, Worthington). Then cells were liberated and cell suspension was then filtered through a 70 µm cell strainer and centrifuged at 50 g x 2 min 3 times. Following centrifugation, cell pellets were resuspended in DMEM (Sigma-Aldrich D5796) supplemented with Pen/Strep, 5 mM HEPES, 10 nM dexamethasone, and seeded into 24-well plates or 24-well Seahorse plates precoated with collagen I (Sigma-Aldrich). One hour later the media was changed to DMEM (Sigma-Aldrich D5546) supplemented with Pen/Strep, 5 mM HEPES, 10 nM dexamethasone and 10% FBS. Media was changed 3 h later to serum-free DMEM (Sigma-Aldrich D5546) supplemented with Pen/Strep, 5 mM HEPES, 10 nM dexamethasone and cells were cultured overnight culture for various experiments.

Rectal temperature

Rectal temperature was measured using a Temperature control unit HB 101/2 (LSI letica Scientific Instruments).

T4 and α-GSU determinations

T4 levels were determined using the total T4 enzyme immunoassay test kit (MP Biomedicals, 07BC-1007), according to the manufacturer's instructions. α-GSU levels were determined using a commercially available kit following the manufacturer's instructions (Abbexa, abx 254594) [2].

Glycated haemoglobin

HbA1c levels were determined in blood samples using Hemoglobin A1c (HbA1c) Assay kit (CrystalChem, 80099), according to the manufacturer's protocol.

Energy intake determination

In order to determine the basal daily energy intake, the total amount of chow consumed per cage was monitored

weekly during 3-4 weeks. In order to determine the fasting-induced energy intake, animals were fasted overnight and the amount of chow consumed by each animal was measured after 8 hours.

Metabolic and physical activity

Mouse metabolic rate was assessed by indirect calorimetry in a 16-chamber TSE Phenomaster system (TSE Systems GmbH, Bad Homburg, Germany). Mice were housed singly with water and food available ad libitum and maintained at ~22°C under a 12:12-h light-dark cycle (light period 0700-1900). All mice were individually caged three days before the onset of the experiment for acclimation. The concentrations of oxygen and carbon dioxide were monitored at the inlet and outlet of the sealed chambers to calculate oxygen consumption. Each chamber was measured for 30 s at 30-min intervals and data were recorded for 72 h total. Locomotor activity was monitored using an infrared photocell beam grid. Food and water intake was automatically monitored using built-in sensors in each cage.

Fecal lipid content

Lipid extraction from 1 g of dried feces was performed by chloroform-methanol as previously described [3]

Transaminases determination

Got and Gpt levels were measured in blood samples using Reflotron GPT (Alanine transaminase) (Cat# 10745138) and Reflotron GOT (Aspartate transaminase) (Cat# 100745120) strips in a Reflotron Plus (Roche).

Cholesterol and triglyceride determinations

Cholesterol, HDL and low density/very low-density lipoprotein (LDL/VLDL) in serum were determined using the EnzyChrom AF HDL and LDL/VLDL Assay kit (BioAssay Systems, E2HL-100), according to manufacturer's instructions. Triglyceride levels in tissues and plasma were determined using an EnzyChrom Triglyceride Assay Kit (BioAssay Systems, ETGA-200), according to manufacturer's instructions.

Lipidomic analyses

Lipids were extracted from approximately 20 mg of tissue using hexane-isopropanol as previously described [4] and the total lipid weight was determined

gravimetrically. Total oil, measured as fatty acids, fatty acids composition and triacylglycerol (TAG) species were analyzed by GLC as previously described [5]. In brief, fatty acid methyl esters (FAMES) were obtained from isolated lipids by heating the samples at 80 °C for 1 h in 3 ml of methanol/toluene/H₂SO₄ (88:10:2 v/v). Heptadecanoic acid (1/10 w/w) was added to each sample as an internal standard to allow quantification. After cooling, 1 ml of heptane was added and the samples were mixed. The FAMES were recovered from the upper phase and then separated and quantified using a Hewlett–Packard 5890A gas chromatograph (Palo Alto, CA, USA) with a Supelco SP-2380 capillary column of fused silica (30 m length, 0.25 mm i.d., 0.20 µm film thickness) (Bellefonte, PA, USA). Hydrogen was used as the carrier gas, with the linear gas rate being 28 cm/s. The detector and injector temperatures were set at 220 °C and the oven was set at 170 °C, with a split ratio was 1:50. Fatty acids were identified using standards (Sigma, St. Louis, MO, USA). TAGs were separated and quantified by GLC as previously described [6] with an Agilent 6890 gas chromatograph (Palo Alto, CA, USA), and hydrogen was used as the carrier gas. Triheptadecanoic acid was added to the samples as internal standard for quantification. The injector and detector temperatures both were 380 °C, the oven temperature was 345 °C, and a head pressure gradient from 70 to 120 kPa was applied, changing this last parameter depending on the column. The gas chromatography capillary column was a J & W Scientific DB-17HT (15 m length, 0.25 mm i.d., 0.15 µm film thickness) (Folsom, CA, USA), with a linear gas rate of 50 cm/s, the split ratio was 1:80, and the detector was a flame ionization detector (FID). The different TAG molecules were identified with respect to known samples, and the FID response was corrected. Polar lipids were analyzed and quantified by HPLC. Separation by HPLC was carried out in a Waters 2695 Module (Milford, MA) equipped with a Waters 2420 ELSD. The column used was a Lichrospher 100 Diol 254-4 (5 µm; Merck) applying a method based in a linear binary gradient of solvent mixtures containing different proportions of hexane, 2-propanol, acetic acid, water and trimethylamine. The flow was 1 ml/min, data were processed using Empower software, and the ELSD was regularly calibrated using commercial high-purity standards for each lipid.

Mitochondrial complexes enzymatic activities

Complex I to III and II to III activities were measured in liver and gastrocnemius lysates by the reduction of cytochrome c in the presence of NADH or succinate, respectively, as previously described [7]. Results were expressed in nmol/mg protein/min or corrected by citrate synthase activity in the same lysates.

Mitochondrial superoxide generation

Superoxide production was determined by the reduction of partially acetylated cytochrome c [8]. Results were expressed in nmol/mg protein/min or corrected by citrate synthase activity in the same lysates.

Enzymatic activities

Citrate synthase activity in gastrocnemius and liver lysates was measured as previously described [7]. Results were expressed in nmol/mg protein/min.

Superoxide dismutase (Sod; E.C.1.15.1.1) activity was determined at 37 °C using the commercial kit Ransod (Randox, UK). This method employs the xanthine/xanthine oxidase reaction to generate superoxide radicals which react with 2-(4-iodophenyl)-3-(4-nitrophenyl)-5-phenyl tetrazolium chloride to form a red formazan dye that absorbs at 500 nm. The superoxide dismutase activity is then measured by the degree of inhibition of this reaction. The activity of the assay is defined as the amount of Sod that inhibits the rate of formazan dye formation by 50 %. The Sod calibrator included in the kit was used. Cu–Zn-Sod activity (Sod cytosolic; Sod Cyt) was differentiated from Mn-Sod (Sod mitochondrial; Sod mit) on the basis of its sensitivity to 3 mM sodium cyanide. Results were expressed in nmol/mg protein/min.

Catalase (E.C.1.11.1.6) activity was determined by incubating samples for 1 min at 37 °C in 66 mM phosphate buffer solution, pH 7.4, and 65 µmol H₂O₂. The reaction was stopped with 32.4 mM ammonium molybdate and the molybdate–H₂O₂ complex was measured at 405 nm. Results were expressed in nmol/mg protein/min. Glutathione reductase (Grd; E.C.1.6.4.2) activity was measured using the commercial ‘Glutathione Reductase’ kit (Randox, UK). Grd catalyzes the reduction of Glutathione disulfide (e.g. oxidized glutathione; GSSG) in the presence of NADPH, which is oxidized to NADP⁺. Results were expressed in nmol/mg protein/min. Glutathione peroxidase (Gpx; E.C.1.11.1.9) activity was determined at 37 °C using the commercial kit ‘Ransel’ (Randox, UK). Gpx catalyzes the oxidation of reduced glutathione (GSH) by cumene hydroperoxide. In the presence of Gr and NADPH, GSSG is immediately converted to GSH with concomitant oxidation of NADPH to NADP⁺. The decrease in absorbance at 340 nm is measured. Results were expressed in nmol/mg protein/min. Glutathione S transferase activity (Gst; E.C.2.5.1.18) was determined in a spectrophotometer at 340 nm by measuring the formation of the conjugated of glutathione and 1-chloro-2,4-dinitrobenzene. Results were expressed in nmol/mg protein/min. NADH-Coenzyme Q oxidoreductase activity (Nqo1; EC 1.6.99.2) was measured as described [9] by following

the decrease in NADH absorbance at 340 nm adapted to a Cobas Mira Autoanalyzer. The reaction mixture at a final volume of 200 μ L contained 25 mM Tris·HCl (pH 7.5), 0.01% Tween 20, 0.7 mg/mL BSA (pH 7.4), 40 μ M menadione, 5 μ M FAD, 200 μ M NADH, and tissue extract. Measurements were made at 25 s intervals over a time period of 10 min. Results were expressed in nmol/mg protein/min.

Barnes Maze

The method was performed according to a previously published protocol [10]. In brief, on the pre-training trial, mice were pre-trained to enter the escape box by guiding them to the escape box and remaining there for 2 min. The following day started the training trial (4 days). Mice were trained four trials per day and trials were separated by 15 min. Mice were free to explore the maze for 3 min or until they entered into the escape box. Once mice entered the box the buzzer was turned off and the mice were allowed to stay in the box for 1 min. The following day, subjects received a probe trial for 90 s to check the short-retention memory. During probe trial the escape box was removed. Primary latency to reach the target hole and total attempts were recorded. 7 days after the trial performed to check short-retention memory subjects received an additional the probe trial for 90 s to check long-term retention memory. Mice were not trained during the time period between probe trials.

Immunohistochemistry

Dissected tissues were fixed in 4% paraformaldehyde. Pancreatic sections (5 μ m thick) were deparaffinized and rehydrated as previously described. For hematoxylin and eosin staining sections were immersed in hematoxylin (Merck) and eosin (Merck) for 4 and 2 minutes, respectively. For immunofluorescence, antigen retrieval was performed by heating in 0.01 M sodium citrate buffer (pH 6). After 1 h blocking at room temperature, sections were incubated overnight at 4°C with primary antibodies (Supplementary Table 3). Subsequently, slides were incubated with secondary antibodies (Supplementary Table 3) for 1 h at room temperature followed by DAPI-nuclear staining (Life Technologies, Carlsbad, USA).

REFERENCES

1. Zhang W, Sargis RM, Volden PA, Carmean CM, Sun XJ, Brady MJ. PCB 126 and other dioxin-like PCBs specifically suppress hepatic PEPCK expression via the aryl hydrocarbon receptor. *PLoS One*. 2012; 7:e37103. <https://doi.org/10.1371/journal.pone.0037103> PMID:22615911
2. López-Noriega L, Cobo-Vuilleumier N, Narbona-Pérez ÁJ, Araujo-Garrido JL, Lorenzo PI, Mellado-Gil JM, Moreno JC, Gauthier BR, Martín-Montalvo A. Levothyroxine enhances glucose clearance and blunts the onset of experimental type 1 diabetes mellitus in mice. *Br J Pharmacol*. 2017; 174:3795–810. <https://doi.org/10.1111/bph.13975> PMID:28800677
3. Kraus D, Yang Q, Kahn BB. Lipid Extraction from Mouse Feces. *Bio Protoc*. 2015; 5:e1375. <https://doi.org/10.21769/BioProtoc.1375> PMID:27110587
4. Hara A, Radin NS. Lipid extraction of tissues with a low-toxicity solvent. *Anal Biochem*. 1978; 90:420–26. [https://doi.org/10.1016/0003-2697\(78\)90046-5](https://doi.org/10.1016/0003-2697(78)90046-5) PMID:727482
5. Martínez-Force E, Ruiz-López N, Garcés R. The determination of the asymmetrical stereochemical distribution of fatty acids in triacylglycerols. *Anal Biochem*. 2004; 334:175–82. <https://doi.org/10.1016/j.ab.2004.07.019> PMID:15464966
6. Fernández-Moya V, Martínez-Force E, Garcés R. Identification of triacylglycerol species from high-saturated sunflower (*Helianthus annuus*) mutants. *J Agric Food Chem*. 2000; 48:764–69. <https://doi.org/10.1021/jf9903861> PMID:10725146
7. Spinazzi M, Casarin A, Pertegato V, Salviati L, Angelini C. Assessment of mitochondrial respiratory chain enzymatic activities on tissues and cultured cells. *Nat Protoc*. 2012; 7:1235–46. <https://doi.org/10.1038/nprot.2012.058> PMID:22653162
8. Martín-Montalvo A, Mercken EM, Mitchell SJ, Palacios HH, Mote PL, Scheibye-Knudsen M, Gomes AP, Ward TM, Minor RK, Blouin MJ, Schwab M, Pollak M, Zhang Y, et al. Metformin improves healthspan and lifespan in mice. *Nat Commun*. 2013; 4:2192. <https://doi.org/10.1038/ncomms3192> PMID:23900241
9. Martín-Montañez E, Millon C, Boraldi F, Garcia-Guirado F, Pedraza C, Lara E, Santin LJ, Pavia J, Garcia-Fernandez M. IGF-II promotes neuroprotection and neuroplasticity recovery in a long-lasting model of oxidative damage induced by glucocorticoids. *Redox Biol*. 2017; 13:69–81. <https://doi.org/10.1016/j.redox.2017.05.012> PMID:28575743
10. Patil SS, Sunyer B, Höger H, Lubec G. Evaluation of spatial memory of C57BL/6J and CD1 mice in the Barnes maze, the Multiple T-maze and in the Morris water maze. *Behav Brain Res*. 2009; 198:58–68. <https://doi.org/10.1016/j.bbr.2008.10.029> PMID:19022298

# Supplementary material for: Inadequate control of thyroid hormones sensitizes to hepatocarcinogenesis and unhealthy aging
**Source:** Aging (Albany NY). 2019 Sep 13;11(18):7746–79. doi: 10.18632/aging.102285
**Supplement:** Supplementary Tables

## SUPPLEMENTARY TABLES

**Supplementary Table 1. Major gross pathologies identified at necropsy.**

| Tissue | Pathology | Wt (52/ %) | Wt T4 (14/ %) | Pax8 +/- (17/ %) | Pax8 +/- T4 (18/ %) | Pax8 -/- (8/ %) | Pax8 -/- T4 (5/%) |
|--------|-----------|------------|---------------|------------------|---------------------|-----------------|-------------------|
| Heart  | Enlarged  | 4/ 8%      | 1/ 7%         | 1/ 7%            | 4/ 22%              | 0/ 0%           | 0/ 0%             |
| Kidney | Necrotic  | 4/ 8%      | 0/ 0%         | 1/ 7%            | 0/ 0%               | 0/ 0%           | 0/ 0%             |
| Liver  | Cancer    | 9/ 17%     | 0/ 0%         | 8/ 47%*          | 0/ 0%               | 0/ 0%           | 0/ 0%             |
|        | Enlarged  | 14/ 27%    | 0/ 0%         | 9/ 53%           | 2/ 11%              | 0/ 0%           | 0/ 0%             |
| Spleen | Enlarged  | 9/ 17%     | 0/ 0%         | 7/ 41%           | 3/ 17%              | 0/ 0%           | 0/ 0%             |

The percentage of mice presenting with various pathologies is represented. \* p < 0.05 compared to Wt. Analysed using Fisher's Exact Test.

**Supplementary Table 2. List of the most modulated transcripts in pancreatic islets isolated from Pax8 +/- and Wt mice.**

| Gene Symbol     | Fold Change | p-value |
|-----------------|-------------|---------|
| <i>Scgn</i>     | 30.08       | 0.0253  |
| <i>Gm11096</i>  | 28.36       | 0.0035  |
| <i>Pcsk1n</i>   | 15.77       | 0.0450  |
| <i>Slc2a5</i>   | 12.74       | 0.0440  |
| <i>Mlxipl</i>   | 12.64       | 0.0461  |
| <i>Wdr83os</i>  | 12.49       | 0.0310  |
| <i>Abat</i>     | 12.43       | 0.0202  |
| <i>Slc25a42</i> | 11.52       | 0.0277  |
| <i>Insrr</i>    | 11.46       | 0.0420  |
| <i>Cfap126</i>  | 11.24       | 0.0204  |
| <i>Serpini2</i> | -10.51      | 0.0278  |
| <i>Galnt3</i>   | -10.7       | 0.0335  |
| <i>Erol1</i>    | -10.99      | 0.0183  |
| <i>Tm4sf1</i>   | -13.3       | 0.0471  |
| <i>Igfbp3</i>   | -16.46      | 0.0464  |
| <i>Ak4</i>      | -21.78      | 0.0363  |
| <i>Hmox1</i>    | -24.1       | 0.0341  |
| <i>Reg2</i>     | -29.21      | 0.0465  |
| <i>Pfkfb3</i>   | -31.12      | 0.0393  |
| <i>Slc2a1</i>   | -42.5       | 0.0461  |

**Supplementary Table 3. Antibodies used in this study.**

| <b>Antibody</b>                                            | <b>Dilution</b> | <b>Vendor</b>                  | <b>Catalog number</b>                     |
|------------------------------------------------------------|-----------------|--------------------------------|-------------------------------------------|
| Alexa fluor 647 donkey anti-mouse                          | 1:800           | Thermofisher                   | Cat# A-31571, RRID:AB_162542):            |
| Alexa fluor 555 donkey anti-rabbit                         | 1:800           | Thermofisher                   | Cat# A-31572, RRID:AB_162543              |
| Alexa fluor 488 donkey anti-goat                           | 1:800           | Thermofisher                   | Cat# A-11055, RRID:AB_2534102             |
| Anti-insulin                                               | 1:500           | Sigma-Aldrich                  | Cat# I2018, RRID:AB_260137                |
| Anti-insulin                                               | 1:500           | Santa Cruz<br>Biotechnology    | Cat# sc-9168, RRID:AB_2126540             |
| Anti-glucagon                                              | 1:150           | Cell Signaling                 | Cat# 2760, RRID:AB_659831                 |
| Anti-glucagon                                              | 1:100           | Sigma-Aldrich                  | Cat# G2654, RRID:AB_259852                |
| Anti-somatostatin                                          | 1:150           | Santa Cruz<br>Biotechnology    | Cat# sc-7819, RRID:AB_2302603             |
| Anti-pSer473 Akt                                           | 1:500           | Cell Signaling                 | Cat# 9271, RRID:AB_329825                 |
| Anti-Akt                                                   | 1:1000          | Cell Signaling                 | Cat# 9272, RRID:AB_329827                 |
| Anti-Gapdh                                                 | 1:1000          | Cell Signaling                 | Cat# 2118, RRID:AB_561053                 |
| Anti-pThr172 Ampk                                          | 1:1000          | Cell Signaling                 | Cat# 2535, RRID:AB_331250                 |
| Anti-Ampk                                                  | 1:1000          | Cell Signaling                 | Cat# 2532, RRID:AB_330331                 |
| Anti-Lc3b                                                  | 1:1000          | Cell Signaling                 | Cat# 2775, RRID:AB_915950)                |
| Anti-Ucp2                                                  | 1:200           | Santa Cruz<br>Biotechnology    | Cat# sc-6526, RRID:AB_2213582             |
| Anti-Vdac1                                                 | 1:1000          | Abcam                          | Cat# ab15895, RRID:AB_2214787             |
| Anti-Pgc1- $\alpha$                                        | 1:1000          | Santa Cruz<br>Biotechnology    | Cat# sc-517380, RRID:AB_2755043           |
| Anti- cytochrome <i>c</i> oxidase subunit<br>Va            | 1:1000          | Molecular probes               | Cat# A21363, RRID:AB_1501848              |
| Anti- cytochrome <i>c</i> oxidase subunit I                | 1:1000          | Molecular probes               | Cat# A-6403, RRID:AB_221582               |
| Anti-4hne                                                  | 1:1000          | Millipore                      | Cat# 393206-100UL, RRID:AB_211975         |
| Anti-Fas                                                   | 1:200           | Santa Cruz<br>Biotechnology    | Cat# sc-55580, RRID:AB_2231427            |
| Anti-Acaa2                                                 | 1:200           | Santa Cruz<br>Biotechnology    | Cat# sc-100847, RRID:AB_2219392           |
| Anti-Ccl2                                                  | 1:200           | ENZO                           | Cat# ALX-804-549-C100,<br>RRID:AB_2050978 |
| Anti-NfkB                                                  | 1:1000          | Abcam                          | Cat# ab32536, RRID:AB_776751              |
| Anti-pSer536 NfkB                                          | 1:1000          | Cell Signaling                 | Cat# 3033, RRID:AB_331284                 |
| Anti-Sod1                                                  | 1:2000          | Abcam                          | Cat# ab13498, RRID:AB_300402              |
| Anti-Gst                                                   | 1:1000          | Sigma-Aldrich                  | Cat# G1160, RRID:AB_259845                |
| Anti-Gadd153                                               | 1:200           | Santa Cruz<br>Biotechnology    | Cat# sc-575, RRID:AB_631365               |
| Anti-Myh7                                                  | 1:150           | Santa Cruz<br>Biotechnology    | Cat# sc-53090, RRID:AB_2147279            |
| HRP-goat anti-rabbit                                       | 1:5000          | Sigma-Aldrich                  | Cat# A0545, RRID:AB_257896                |
| HRP-rabbit anti-mouse                                      | 1:5000          | Sigma-Aldrich                  | Cat# A9044, RRID:AB_258431                |
| HRP-IgG $\kappa$ light chain binding<br>protein anti-mouse | 1:1000          | Santa Cruz<br>Biotechnology    | Cat# sc-516102, RRID:AB_2687626           |
| HRP-donkey anti-goat                                       | 1:2000          | Jackson<br>ImmunoResearch Labs | Cat# 705-036-147, RRID:AB_2340392         |

**Supplementary Table 4. Primers used for RT-PCR in this study.**

| Gene                 | Forward primer sequence        | Reverse primer sequence      |
|----------------------|--------------------------------|------------------------------|
| Mouse mtNd1          | 5'-CCTATCACCCCTTGCCATCAT-3'    | 5'-GAGGCTGTTGCTTGTTGTGAC-3'  |
| Mouse nPecam         | 5'-ATGGAAAGCCTGCCATCATG-3'     | 5'-TCCTTGTTGTTTCAGCATCAC-3'  |
| Mouse Pgc1- $\alpha$ | 5'-GGGTCAGAGGAAGAGATAAAGTTG-3' | 5'-CACCAAACCCACAGAAAACAG-3'  |
| Mouse Pax8           | 5'-GTTTGAGCGGCAGCATTAC-3'      | 5'-GTAAGGGCAGTGGGTACAGC-3'   |
| Mouse Rps29          | 5'-GGAGTCACCCACGGAAGTT-3'      | 5'-CATGTTTCAGCCCGTATTTGC-3'  |
| Mouse Ucp2           | 5'-GCTTGGGATCCTGGAACGT-3'      | 5'-GGCAGCCATTAGGGCTCTTT-3'   |
| Mouse Srebp1-c       | 5'-GCATGCCATGGGCAAGTAC-3'      | 5'-AGCATCTCCTGCGCACTCA-3'    |
| Mouse Srebp2         | 5'-ACCGGTCCTCCATCAACG-3'       | 5'-CCAGGTCGATGCCCTTCA-3'     |
| Mouse Fasn           | 5'-TCCTGAATCAGCCCACG-3'        | 5'-ACACCCATGAGCGAGTCC-3'     |
| Mouse Cd36           | 5'-CACAGACGCAGCCTCCTT-3'       | 5'-TGGATTCTGGAGGGGTGA-3'     |
| Mouse Socs2          | 5'-GTAAGGGCAGTGGGTACAGC-3'     | 5'-GGTAAAGGGAGTCCCCAGA-3'    |
| Mouse Il-1 $\beta$   | 5'-AACTGTTGGTGAGGAATGTGG-3'    | 5'-GGTCCTGTCCCTCTTGTTTTCA-3' |
| Mouse Tnf- $\alpha$  | 5'-CCCTCACACTCAGATCATCTTCT-3'  | 5'-GCTACGACGTGGGCTACAG-3'    |
| Mouse Cpt1           | 5'-AGACAAGAACCCCAACATCC-3'     | 5'-CAAAGGTGTCAAATGGGAAGG-3'  |
| Mouse Lcad           | 5'-GGTGGAACGGAATGAAAGG-3'      | 5'-GGCAATCGGACATCTTCAAG-3'   |
| Mouse Mcad           | 5'-TGTTAATCGGTGAAGGAGCAG-3'    | 5'-CTATCCAGGGCATACTTCGTG-3'  |
| Mouse Atp5a1         | 5'-CATTGGTGATGGTATTGCGC-3'     | 5'-TCCCAAACACGACAACCTCC-3'   |
| Mouse Cox5b          | 5'-ACCCTAATCTAGTCCCGTCC-3'     | 5'-CAGCCAAAACCAGATGACAG-3'   |
| Mouse Uqcrc1         | 5'-ATCAAGGCACTGTCCAAGG-3'      | 5'-TCATTTTCCTGCATCTCCCG-3'   |
| Mouse Ndufab5        | 5'-GGACCGAGTTCTGTATGTCTTG-3'   | 5'-AAACCCAAATTCGTCTTCCATG-3' |
| Mouse Cish           | 5'-GCATAGCCAAGACGTTCTCC-3'     | 5'-AATGTACCCTCCGGCATCTT-3'   |

How the deposited data were processed for this re-analysis (not part of the article)

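Gene expression was measured in pancreatic islets of 3 Wt and 3 Pax8 +/- samples on 6 Clariom S arrays. Each array was assigned to its genotype and replicate number from the sample labels, which match the 2 groups of Figure 5F, and the age of 9 months comes from the Figure 5 legend. According to the paper, images and quality control were handled in the Affymetrix GeneChip Command Console Software, whose version the paper states, and the submitters' processing notes name RMA and the Transcriptome Analysis Console, with no version. The authors deposited 1 log2 value per probe set and array, on a common scale over the arrays. The version of the Transcriptome Analysis Console, its annotation and a genome build are not given in the sources used here, so that no position is printed.

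The value table held 28846 rows. Negative controls (5222 probe sets) and other controls (1418 probe sets) were left out of the tests and 22206 gene probe sets were kept, with no filter on level. A gene symbol was taken from the platform annotation and brought up to date through a RefSeq gene table of the assembly GRCm38.p6. Of the tested probe sets, 19572 had 1 gene symbol, 0 had several and 2634 are unnamed here, and 55 symbols had several probe sets. Gm11096, which Supplementary Table 2 lists, was not matched and is not analysed here.

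The 2 groups were compared on the deposited log2 values with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, 2-sided), all 6 arrays in 1 fit and no covariate. Genes past the thresholds of the study have a fold change of at least 2.5 either way, as the difference of group means of log2 values, and an unadjusted p of at most 0.05. Adjusted p-values are Benjamini-Hochberg values over all 22206 probe sets, called under 0.05. Limma shares information on the spread between genes, here with 4.32 prior degrees of freedom, which is why its p-values for single genes can differ from those of a test on 3 values against 3. As signal over background on each array, the 95th percentile of its negative controls was used.

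Before the data were examined, the groups, the model, the alternatives, the rule for named genes and 33 gene lists were fixed. Named genes are every gene the paper names for these arrays and those of its Supplementary Table 2, whose values had been read by then, the islet hormone genes and Mafa, and in each direction the 5 genes with the largest difference and the 5 with the smallest p. These last had to have 1 gene symbol, pass the thresholds, have groups that do not overlap and be absent from Supplementary Table 2. Up to 4 members of each list with the smallest p were added. A few genes outside this rule are named as chosen after their values were seen.

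The lists cover metabolism (oxidative phosphorylation, glycolysis, TCA cycle, fatty acid beta-oxidation, cholesterol and fatty acid synthesis), stress (NRF2 targets, antioxidant enzymes, hypoxia targets, immediate early and dissociation stress, inflammatory mediators, unfolded protein response), islet function (metabolism-secretion coupling, secretory granule and exocytosis, insulin receptor signalling), and cell types (beta, alpha, delta, acinar, duct, endothelial, mesenchymal and stellate, macrophage, lymphocyte, erythroid, Schwann and adipocyte markers and the Reg family). Further lists cover cell death (pro-apoptotic and anti-apoptotic genes), thyroid hormone (responsive genes, and receptors, transporters and deiodinases), proliferation and ribosomal proteins. Each was tested with limma's camera against all other genes, with a preset correlation of 0.01 between genes and 1 probe set per gene, the brightest, and adjusted over the 33 lists. The hypoxia and NRF2 lists were written after Supplementary Table 2 had been read and share genes with it, so that each was also tested without those genes. Leaving those genes out does not make the tests independent of the study's own choice.

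Camera with an estimated correlation and fry, a rotation test of whether the genes of a list move on balance 1 way, were alternatives for the lists. Other alternatives were no empirical Bayes moderation, an intensity trend with robust settings, array weights, quantile normalization, scaling to 1 median, leaving out the dimmest 33.3% of probe sets, probe sets with 1 gene symbol alone, the replicate number as a block, a Tukey biweight (constant 5) in place of the mean for the fold change, a fold change of 2, all probe sets of a gene, and leaving out each array in turn. The coupling list without the genes it shares with the beta-cell markers, and each array left out with an estimated correlation, were added after seeing the data. The closing section gives their effect.

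The code was tested on simulated data for the Wt and Pax8 +/- comparison, with 22206 probe sets and 3 arrays per group. Of 50 probe sets changed by a log2 value of 1, 7 were found at the thresholds of the study and 1 at an adjusted p under 0.05, of 50 changed by 2, 46 and 29, of 50 changed by 3, 49 and 43, and of 50 changed by 4, 49 and 46. Of 22006 unchanged probe sets, 147 passed the thresholds of the study and 6 the adjusted p. A list shifted by 0.5 was found (adjusted p = 1.07e-19 from camera) and 0 other lists were called. The simulated probe sets varied independently of each other. The 0 other lists therefore do not show how often camera calls unshifted lists where genes move together, as on the real arrays.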

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

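The exchange of labels by count of called genes, the spread of the hypoxia list within a genotype, and the splits for the adjusted count were tested only after the result was seen, and the limits that set aside the acinar list for saturation and the alpha-cell, delta-cell, endothelial, mesenchymal and macrophage lists for low signal were added after these were seen.

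Beyond the lists on respiration, NRF2 and secretion coupling, 10 other lists differed from all other genes between the groups by camera. The paper takes up the themes of some of them for islets (beta cells, insulin processing and secretion, insulin receptor signalling in Figure 5G, and apoptosis in its discussion). Each of the 10 had an adjusted p = 0.657 with an estimated correlation. The hypoxia targets had a median log2 difference of -1.47, and glycolysis, with Pfkl at -1.85 and Pgk1 at -1.75 among 14 measured of 17 listed genes, of which 0 passed an unadjusted p of at most 0.05 with all arrays, a median of -1.40 (adjusted p = 0.000143). Of the 31 hypoxia targets, 14 lay above background on all 6 arrays. The glycolysis mean was 11.01 and 10.45 on Pax8 +/- replicates 2 and 3 but 13.19 on Pax8 +/- replicate 1, above every Wt array (12.52 to 13.18). Pfkl and Pgk1 passed the thresholds without Pax8 +/- replicate 1 (-3.04 and -2.85), with array weights (-2.34 and -2.14) and with the replicate block, and their lowest sizes over the leave-outs were -1.13 and -1.09. Beta-cell markers stood at a median of 1.09, secretory granule and exocytosis genes (20 measured of 22 listed, with 0 higher and 1, Vgf at -1.15, lower) at 0.62 (adjusted p = 0.0236) and insulin receptor signalling at 0.35.

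The Reg family, 7 measured of 7 listed with Reg2 lower at an unadjusted p of at most 0.05 and the other 6 not passing, had a median of -2.33 (adjusted p = 0.0157, and Reg3a, Reg3b and Reg3g past the thresholds with array weights or without Pax8 +/- replicate 1), with a list mean of 11.60 and 11.70 on Pax8 +/- replicates 2 and 3 but 16.18 on Pax8 +/- replicate 1, above every Wt array (13.98 to 16.10). The study had picked Reg2 from these samples, and with the genes of Supplementary Table 2 left out of every list the Reg family list did not pass (adjusted p = 0.056, with 6 members), nor did the anti-apoptotic genes list, which holds no such gene, through the adjustment over the lists (0.0508). Immediate early and dissociation stress genes, 18 measured of 18 listed with 4 lower (Fosb, Klf6 at -1.26, Jun at -1.17 and Hspa1b at -2.42) and 0 higher, had a median of -0.87 (adjusted p = 0.000212), inflammatory mediators, 14 measured of 14 listed with 1 lower (Ccl7 at -0.64, at background), a median of -0.92 (adjusted p = 0.00964), anti-apoptotic genes a median of -0.64, and ribosomal proteins, 32 measured of 41 listed with 2 lower (Rpl5 at -0.90 and Rps25 at -0.66), a median of -0.30 (adjusted p = 0.0117). No member of these lists passed when adjusted over its list alone, except Irs1. Only 2 of the 14 inflammatory mediators lay above background on all 6 arrays, so that the median of that list carries little signal. Past the thresholds of the study, Hspa1b lost its call without Wt replicate 1, Wt replicate 2, Pax8 +/- replicate 2 or Pax8 +/- replicate 3 (-3.65 to -1.54) and without empirical Bayes moderation, and Klf6 and Jun gained one without Wt replicate 3 (-1.61 and -1.41) or Pax8 +/- replicate 1 (-1.60 and -1.55), Klf6 also without Wt replicate 1 (-1.35), with array weights (-1.34) and under quantile normalization (-1.33).

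The mean on Pax8 +/- replicate 1 also lay above every Wt array for ribosomal proteins (14.60 against 14.10 to 14.55), and within the Wt range for the other 7 of the 10 lists. With an estimated correlation no list was called in any leave-out (0 calls, smallest adjusted p = 0.483), and with the dimmest 33.3% of probe sets left out the secretory granule and exocytosis list (0.0696) and the anti-apoptotic genes list (0.0521) lost their calls at the preset one. Several of these calls were lost on leaving out 1 array, most of them for more than 1 choice of the array. Without Wt replicate 2 the adjusted p from camera was 0.867 for the secretory granule and exocytosis list, 0.131 for the insulin receptor signalling list, 0.131 for the Reg family list, 0.0626 for the immediate early and dissociation stress list, 0.414 for the inflammatory mediators list, 0.131 for the anti-apoptotic genes list and 0.146 for the ribosomal proteins list. Without Pax8 +/- replicate 2, the values of the secretory granule, insulin receptor signalling, Reg family, inflammatory and anti-apoptotic lists were 0.287, 0.184, 0.174, 0.0709 and 0.145. Without Pax8 +/- replicate 3 those of the secretory granule, Reg family, inflammatory, anti-apoptotic and ribosomal lists were 0.129, 0.16, 0.281, 0.24 and 0.767, without Wt replicate 1 that of the anti-apoptotic genes list was 0.112 and without Wt replicate 3 that of the ribosomal proteins list 0.105. The hypoxia, glycolysis and beta-cell lists kept their calls in all 6 leave-outs.

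The pattern a reader would follow up is that Wt replicate 3 and Pax8 +/- replicate 1 stood nearer to the other group. With these 2 labels exchanged, 1085 genes reached an adjusted p under 0.05 from limma, against 0 as deposited and 0 in every other way of dividing the 6 arrays 3 against 3, which points to a structure of the samples and could come from exchanged labels or from any other difference these 3 arrays share. Genes next to Pax8 travel with the disrupted copy and were tested for this: of 50 neighbours, 25 per side, 4 separated the groups after adjustment over the neighbours with the labels exchanged and 0 as deposited, the outcome set down for an exchange. It does not decide, because only 14% of the neighbours had an unadjusted p of at most 0.05 with the labels exchanged, where 19.8% of all probe sets had, and 4% against 5.91% as deposited, so that the neighbours stood out no more than other genes. Pax8 itself lay at background, so that the exchange and a true difference between mice of 1 genotype cannot be told apart.

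Of 3 technical sources weighed against the genotype for the genes lower in Pax8 +/- islets, more acinar tissue in the Wt preparations would lower acinar genes in the Pax8 +/- islets, and the acinar median was 0.00337, but 10 of its 23 members sat at the upper end of the scale on all 6 arrays and others had lower means, among them Gp2 at -0.90, Try4 at -0.53 and, named after its values were seen, Spink1 at -1.39, all 3 above background on every array (Gp2 and Spink1 past the thresholds without Pax8 +/- replicate 1, at -1.34 and -2.40), and Rbpjl at -0.95 and Ptf1a at -0.81, both at background. The mean of the list was -0.20 and the median of its 13 members below the upper end -0.28, with 10 of the 13 lower, and with the median of all 23 held by saturated genes the test decides nothing, so that more acinar tissue stays open. Fewer non-endocrine cells of every kind would put the acinar, duct, endothelial, mesenchymal and macrophage medians below 0, and with the saturated acinar 0.00337 set aside for the -0.28 of its unsaturated members all 5 did (highest -0.12, macrophage), but only 6 of 17 endothelial, 1 of 16 mesenchymal and 2 of 16 macrophage markers lay above background on all 6 arrays, so that their medians carry little signal and this stays open. The state of the islets at isolation stays open, since the mean of the hypoxia list differed by 1.32 among the Wt arrays and by 2.97 among the Pax8 +/- arrays, but this spread had been seen before its test was set and decides nothing. An exchange of labels would give such ranges too, and an effect of the genotype was not tested apart from these and may add to them.

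For the genes higher in Pax8 +/- islets, a larger endocrine share of the RNA would raise beta-, alpha- and delta-cell markers alike. The medians were 1.09, 0.13 and 0.21, but only 3 of 7 alpha-cell and 3 of 8 delta-cell markers lay above background on all 6 arrays, so that the last 2 medians decide nothing. Above background, the delta-cell genes Casr and Rbp4 were at 1.84 and 0.41 and the alpha-cell genes Ttr and Slc38a5 at 0.78 and -0.46, none past the test with all arrays, while Casr passed the thresholds without Wt replicate 3 (2.55) or Pax8 +/- replicate 1 (2.88), with array weights (2.36) and with the replicate block. A larger endocrine share therefore cannot be told apart from a change within beta cells. The paper's reduced percentage of insulin-positive cells on sections is a count of cells and not of RNA, and does not decide this. Ins2 and Gcg, the most abundant genes of these cells, were at the upper end of the scale and give no information, and Sst reached it on Pax8 +/- replicates 2 and 3, so that the size of its difference cannot be read.

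With 10 ways to divide 6 arrays 3 against 3, a share under 0.05 cannot be reached for any result. The real division gave 222 genes past the thresholds and the highest other 1251, with 3 of the 10 as high. At an adjusted p under 0.05 it gave 0 and the highest other 1085, with all 10 as high. For oxidative phosphorylation 5 of 10 had as small a p from camera (lowest other 1.77e-09), for NRF2 targets 2 of 10 (lowest other 2.74e-09), and 4 of 10 called as many of the other lists (11, with 17 the highest other).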

How the results depend on the processing

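Chosen after seeing the data were the leave-outs with an estimated correlation, which called 0 lists, and the coupling list without the genes it shares with the beta-cell markers, where the list kept its call at the preset correlation (0.00529) but not with an estimated correlation (adjusted p = 0.657). Of 102 named genes, 47 passed the thresholds. Of the 47, 31 lost their call without moderation, 10 under quantile normalization, 3 with the Tukey biweight and 8 of the 46 still tested with the dimmest 33.3% left out, and leaving out 1 array cost 1 to 35. Array weights added 18 calls and the block 10 of the same (Hadh, Glp1r, Ucn3, Slc2a2, Casr, Cat, Pfkp, Pfkl, Pgk1 and Tpi1), with Sdhc, Reg3a, Reg3b, Reg3g, Krt18, Krt8, Klf6 and Spink1 under array weights alone, and the Tukey biweight added Prdx1, Mtor and Emcn. No call turned its direction. Without empirical Bayes moderation 19 genes were higher and 16 lower, with array weights 494 and 306, and with a fold change of 2, 332 and 186. A Tukey biweight fold gave 232 higher and 119 lower. Quantile normalization (124 and 75), median scaling (158 and 70), a trend with robust settings (165 and 90), the dimmest 33.3% left out (122 and 64) and probe sets with 1 symbol (139 and 75) stayed within 1.5 times. Leaving out 1 array gave 24 to 740 higher and 17 to 597 lower genes. At an adjusted p under 0.05 limma called 0 in all of these settings (525 to 3076 at an unadjusted p under 0.05) except without Pax8 +/- replicate 1, with 29, so that leave-outs ran from 0 to 29. With the replicate number as a block, 203 genes were higher and 145 lower, with 0 at an adjusted p under 0.05. Deviations of same-numbered arrays correlated at 0.00363, -0.421 and 0.139, so that not every sample correlates best with its own number. The numbers thus gave no sign of pairing, which these 3 values cannot exclude. The cause of these moves was not tested, apart from fewer arrays or another threshold by construction.

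Oxidative phosphorylation and NRF2 targets each had an adjusted p = 0.657 with an estimated correlation and 0.66 with fry, where 0 of the other lists were called against 11. The dim filter left 9 of the 11, without the secretory granule and exocytosis list (0.0696) and the anti-apoptotic genes list (0.0521), and array weights added the thyroid hormone receptors, transporters and deiodinases list (0.0215). Both kept their calls under array weights, quantile normalization, median scaling, the dim filter, the block and all probe sets kept, and NRF2 targets also without the gene of Supplementary Table 2 among them (1.85e-05), while oxidative phosphorylation holds no such gene. Over the leave-outs, oxidative phosphorylation ran from 1.03e-05 to 0.264, NRF2 targets from 2.72e-10 to 0.00507, and the other lists called from 5 to 15. Of the 19 genes of Supplementary Table 2, 0 passed without moderation, 11 under quantile normalization and 13 with the dimmest 33.3% left out. Signal over background limits the genes near the negative controls, such as Irs1 and Zfp799, and saturation those at the upper end, such as Ins2 and Gcg, whose difference vanished under quantile normalization.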

Differences from the paper's values

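The paper reports 232 genes as upregulated and 119 as downregulated, where means of log2 values with limma at the same thresholds gave 144 and 78. Of the alternatives set before the data were examined, a Tukey biweight in place of the mean for the fold change gave 232 and 119. The count of higher genes also came within 1.5 times of the paper's with a trend and robust settings (165), median scaling (158), the replicate block (203) and a fold change of 2 (332), and that of lower genes with a trend and robust settings (90) and the replicate block (145), but not with median scaling (70) or a fold change of 2 (186). No empirical Bayes moderation, array weights, quantile normalization, the dimmest 33.3% left out, probe sets with 1 symbol and each array left out did not bring either count within 1.5 times.

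For genes higher in Pax8 +/- islets, the paper's fold changes in Supplementary Table 2 are 30.08 for Scgn (10.0 here), 15.77 for Pcsk1n (6.17 here), 12.74 for Slc2a5 (5.91 here), 12.64 for Mlxipl (5.31 here), 12.49 for Wdr83os (5.17 here), 12.43 for Abat (5.81 here), 11.52 for Slc25a42 (4.14 here), 11.46 for Insrr (4.46 here) and 11.24 for Cfap126 (5.19 here). For genes lower, they are -10.51 for Serpini2 (-4.07 here), -10.7 for Galnt3 (-5.34 here), -13.3 for Tm4sf1 (-4.94 here), -16.46 for Igfbp3 (-6.91 here), -21.78 for Ak4 (-7.56 here), -24.1 for Hmox1 (-7.51 here), -29.21 for Reg2 (-8.24 here), -31.12 for Pfkfb3 (-8.71 here) and -42.5 for Slc2a1 (-11.3 here). The fold of Ero1a was within 1.5 times of the paper's. Mlxipl, Wdr83os, Abat, Slc25a42 and Cfap126 lay below the background percentile on Wt replicates 1 and 2. Galnt3, Tm4sf1, Igfbp3, Ak4 and Pfkfb3 did so on Pax8 +/- replicates 2 and 3, so that the folds of these genes are not exact. Slc25a42 was above background on 1 array, Cfap126 on 2 and Mlxipl on 3.

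All 18 came within 1.5 times of the paper's values with the Tukey biweight. With it, the folds of all 19 genes equalled the paper's to the digits printed (largest ratio 1). This biweight can give no weight to a value far from the other 2 of its group. Pax8 +/- replicate 1 was such a value for Scgn (12.34 against 16.53 and 16.86) and Slc2a1 (16.98 against 10.46 and 11.05). Without Pax8 +/- replicate 1, 16 of the 19 folds came within 1.5 times, among them all of the 18 except Slc25a42 and Serpini2. Without Wt replicate 3, Slc2a5, Mlxipl, Abat, Serpini2 and Galnt3 did, and with array weights Slc2a5, Wdr83os, Abat and Galnt3. None of the 18 did in any other setting, which were no empirical Bayes moderation, a trend and robust settings, quantile normalization, median scaling, the dimmest 33.3% left out, probe sets with 1 symbol, the replicate block, and Wt replicate 1, Wt replicate 2, Pax8 +/- replicate 2 or Pax8 +/- replicate 3 left out. The unadjusted p-values of the 19 genes differed from the paper's by at most 1e-04.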

Other observations

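Sst, the somatostatin gene of delta cells, was at 17.95 ± 1.80 (SD, n = 3) in Wt and 19.25 ± 1.19 (SD, n = 3) in Pax8 +/- islets and reached the upper end of the scale on Pax8 +/- replicates 2 and 3, which limits its difference from above. Ppy, of pancreatic polypeptide cells, was at 18.65 ± 1.70 (SD, n = 3) and 19.68 ± 0.07 (SD, n = 3). Its difference came from Wt replicate 2, at 16.69, while every other array stood at 19.54 to 19.76, near the upper end of the scale. Neither Sst nor Ppy passed the test with all arrays, and Sst did without Wt replicate 3 (at least 2.20) or Pax8 +/- replicate 1 (at least 1.98). Mafa, the beta-cell factor that the paper's discussion connects with thyroid hormone, was at 6.43 ± 0.81 (SD, n = 3) and 6.98 ± 0.97 (SD, n = 3), below the background percentile on all 6 arrays. Among 8 listed and measured delta-cell markers 0 passed an unadjusted p of at most 0.05 (median 0.21, adjusted p = 0.29 from camera), and among 7 measured of 10 listed alpha-cell markers 1, Smarca1 at background, was higher (median 0.13, adjusted p = 0.29). Without Wt replicate 3 the delta-cell markers list had an adjusted p = 0.044, and an adjusted p = 0.51 with an estimated correlation.

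Fasn and Srebf2, genes of fatty acid and sterol synthesis, were higher at an unadjusted p of at most 0.05, at 0.95 and 0.70, the 2 that passed among 13 measured of 18 listed genes of cholesterol and fatty acid synthesis. That list had a median of -0.01 against a mean of 0.24 and an upward test (adjusted p = 0.242 from camera). The TCA cycle had 1 lower of 15 measured (Dld at -0.69, median 0.19, adjusted p = 0.424) and fatty acid beta-oxidation 0 of 12 (median 0.12, adjusted p = 0.275). Thyroid hormone-responsive genes had 0 of 9 (median -0.25, mean 0.07, downward in the test, adjusted p = 0.706), with Dio1, which activates the hormone, at 1.36, and receptors, transporters and deiodinases 0 of 11 (median 0.18, adjusted p = 0.11). Of these 11, 2 lay above background on all 6 arrays. Without Pax8 +/- replicate 3 the cholesterol and fatty acid synthesis list passed (0.0314), and the thyroid hormone receptors, transporters and deiodinases list did without Wt replicate 3 (0.044) or Pax8 +/- replicate 1 (0.0344). With an estimated correlation these 3 values were an adjusted p of 0.794, 0.51 and 0.514.

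Macrophage markers had 2 higher of 16 measured, C1qa and, at background, C1qc, with a median of -0.12 (adjusted p = 0.726), and endothelial markers 1 higher of 17, Emcn at 1.06 (past the thresholds at 1.50 without Pax8 +/- replicate 1 and at 1.64 with a Tukey biweight), with a median of -0.21 (adjusted p = 0.381). C1qa lay above background on only 2 arrays. Duct markers had 1 lower of 12, Cftr at background (median -0.31, adjusted p = 0.101), and acinar markers 1 lower of 23, Rbpjl at background (adjusted p = 0.101). At an unadjusted p of at most 0.05, none passed of 16 mesenchymal and stellate markers (median -0.17, adjusted p = 0.343), 10 lymphocyte markers (0.04, adjusted p = 0.706), 3 erythroid genes (-0.25, adjusted p = 0.431), 5 Schwann-cell markers (-0.25, adjusted p = 0.536) and 9 adipocyte markers (-0.05, adjusted p = 0.502). Of 19 proliferation genes 1 was lower, Pcna at -0.96 (median -0.13, adjusted p = 0.0815). Above background on all 6 arrays lay 1 proliferation gene, 1 mesenchymal and stellate marker, 1 adipocyte marker and 0 lymphocyte, erythroid or Schwann-cell markers. The medians of these lists therefore carry little signal. Without Pax8 +/- replicate 1 the duct markers list (0.00306) and the mesenchymal and stellate markers list (0.0145) passed, and without Wt replicate 1 the proliferation list (0.0406). With an estimated correlation their adjusted p was 0.514 for the former 2 and 0.767 for proliferation. No member of these lists passed when adjusted over its list alone or over all genes.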
